# Systems biology approach uncovers candidates for kidney-heart interorgan crosstalk after myocardial infarction

**DOI:** 10.1038/s41598-025-30712-z

**Published:** 2025-12-05

**Authors:** Hanna Wolf, Svenja Kupsch, Virginia K. Haacke, Lucas Bacmeister, Susanne Weber, Ingo Hilgendorf, Till Keller, Ralf Dechend, Tobias B. Huber, Dirk Westermann, Diana Lindner

**Keywords:** Ischemia, Heart-kidney crosstalk, Myocardial infarction, Systems biology, GDF-15, Cardiorenal syndrome, Cardiology, Computational biology and bioinformatics, Diseases, Nephrology

## Abstract

Myocardial infarction (MI) and subsequent heart failure are frequently accompanied by chronic kidney disease, further impairing outcomes and complicating treatment. To better understand heart-kidney crosstalk, we used RNA sequencing data to infer interorgan signalling after experimentally induced MI in mice, focusing on secreted biomolecules and interorgan cross talk that may drive cardiorenal syndrome (CRS). To assess acute and chronic effects, we examined kidneys at 5d and 28d post-MI, evaluating changes in renal gene expression and fibrosis. During the acute phase 5d post-MI, several genes inferred to target kidney receptors were highly upregulated in the cardiac infarct zone, with *Postn* and *Spp1* being the most probable ligands. However, only minor changes in gene expression were detected in the kidney 5d post-MI. At 28d post-MI, renal fibrosis and the number of differentially expressed genes (DEGs) in the kidney increased. Gene ontology enrichment suggested metabolic adaptions as part of a long-term response. Based on upregulated DEGs in kidney 28d post-MI, we suggest two kidney-to-heart interactions: *Slitrk6*-*Ptprs* and *Gdf15*-*Tgfbr2. *In vitro, GDF-15 treatment of human cardiac fibroblasts induced pro-fibrotic gene expression, mirroring in vivo changes in the heart. Our data suggest that MI in mice elicits minimal acute response in kidney but triggers chronic transcriptional and pro-fibrotic changes in kidney, potentially driven by altered renal metabolism. The inference of interorgan signalling molecules such as GDF-15 points towards candidate mediators of CRS and provides a basis for future mechanistic and clinical studies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-30712-z.

## Introduction

Acute myocardial infarction (MI) and subsequent heart failure (HF) are frequently accompanied by chronic kidney disease (CKD), a condition that worsens patient prognosis and complicates treatment. The analysis of the interplay between heart and kidney following MI could reveal pathways that contribute to the mutual progression of both cardiac and renal damage, presenting new molecular options for future therapeutic interventions.

The pathophysiological relationship between heart and kidneys is conceptualized as cardiorenal syndrome (CRS) and classified into five subtypes. Of those, CRS types 1 and 2 represent scenarios primarily driven by acute and chronic HF, respectively.^1^ While a natural decline in kidney function is a normal part of aging, following MI, kidney function declines at an accelerated rate. A first ischemic cardiac event accelerates the natural deterioration of kidney function, with post-MI patients experiencing a 2.5-fold faster deterioration if multiple cardiovascular risk factors are present.^2,3^ CRS type 1 can develop after acute MI driven by multiple mechanisms. These include: (1) cardiomyocyte necrosis accompanied by the release of damage-associated molecular patterns (DAMPs), (2) hemodynamic alterations leading to acute HF, (3) subsequent neurohumoral activation, and (4) secretion of factors from injured cardiac tissue. In CRS type 2, derived from chronic HF, cardiac injury often results in a progressive decline in renal function and increased mortality. This progression is mediated not only by reduced hemodynamic alterations, but also by secreted factors.^1,4^ It is known that cardiac-secreted factors, such as Atrial and B-Type Natriuretic Peptides, can modulate peripheral organs, including the kidneys.^5,6^ Additionally, cytokines actively released from the diseased heart may not only exacerbate cardiomyocyte damage but also contribute to systemic organ damage.^7^ However, the exact pathways through which these actively heart-released molecules mediate renal damage remain poorly understood.

Given the profound impact of cardiac injury on renal function, it is equally important to recognize that renal dysfunction can also exacerbate cardiovascular diseases. In particular, renal dysfunction is known to increase the risk of cardiovascular diseases.^8,9^ Patients with CKD often exhibit pathological changes in the myocardium, such as myocardial fibrosis and cardiac hypertrophy, hallmarks of uremic cardiomyopathy.^10^ Left ventricular hypertrophy is present in about one-third of all CKD patients, and renal disease is considered a major risk factor for cardiovascular complications after MI.^11^ These findings underscore the complex and bidirectional nature of the relationship between kidney and heart.

Here we aim to explore the molecular crosstalk between heart and kidneys after MI to propose pathways which potentially drive disease progression. Therefore, we conducted an exploratory, bioinformatic-based analysis using RNA sequencing data to study heart-kidney interorgan crosstalk after MI in mice. We aim to infer specific ligand-receptor interactions from the injured heart to the kidney or from a damaged kidney back to the heart. Those molecular targets that may drive the disease progression of the CRS may represent new therapeutic targets to mitigate both cardiac and renal damage, ultimately improving patient outcomes.

## Material and methods

### Animal model

To experimentally induce MI, male C57BL/6 J (B6) wild-type mice aged 8–11 weeks and weighing 22–28 g underwent permanent ligation of the left anterior descending coronary artery (LAD) as described previously.^12,13^ Mice were anesthetized by inhalation of isoflurane (2–3%) after receiving a subcutaneous injection of buprenorphine (0.05 mg/kg). Sham-operated animals underwent the same procedure without coronary ligation. Following surgery, mice recovered for either 5 or 28d before hemodynamic measurements were performed, with data previously published.^12^ Mice were scarified at the end of hemodynamic measurement using cervical dislocation, and organs were explanted. Left ventricular (LV) tissue was collected, and in MI mice, further dissected to isolate the infarct zone (IZ) and the unaffected remote zone (RZ). Kidneys and LV tissue samples were immediately snap-frozen in liquid nitrogen and stored at −80 °C for further analysis. All animals were bred in the institutional research animal facility of the University Clinics Hamburg Eppendorf. Experiments were approved by the Hamburg Ministry of Health and Consumer protection, Hamburg, Germany (G15/060) and all methods were performed as approved and in accordance to the *Guide for the Care and Use of Laboratory Animals* and to the ARRIVE guidelines.

### Human cardiac fibroblasts

Human cardiac fibroblasts were obtained by outgrowth from endomyocardial biopsies as described previously.^14,15^ Cells were cultured in Iscove’s basal medium (Biochrom AG) containing 10% human serum, 10% fetal calf serum (Biochrom AG), 100 U/mL penicillin, and 100 µg/mL streptomycin (Sigma-Aldrich) and grown in 6-well plates until confluence. The stimulation experiments with those primary cells were carried out between passages 2 and 3 in 24 well plates.^15,16^ Before stimulation, cells were serum-starved in serum-reduced medium, Iscove’s basal medium with 0.5% fetal calf serum, 100 U/mL penicillin, and 100 µg/mL streptomycin overnight. For stimulation, cells were treated with 100 ng/ml GDF-15 (Peprotech) in serum-reduced starving medium for 24 h. Controls were treated equally without the addition of GDF-15. Finally, cells were lysed in RLT buffer (Qiagen) containing 1% beta-mercaptoethanol and stored at −80 °C for subsequent RNA isolation.

### RNA Isolation

To isolate total RNA from snap-frozen tissue, it was first disrupted in QIAzol by stainless steel beads utilizing a tissue lyser II (Qiagen) followed by chlorophorm extraction. RNA containing aqueous phase was mixed with ethanol and further purified using the miRNeasy mini kit (Qiagen) according to the manufacturer’s protocol. To obtain total RNA from cells, the RNeasy Mini Kit (Qiagen) was used according to the manufacturer’s protocol. For both, tissue and cell culture samples, genomic DNA contamination within the isolated RNA was avoided applying DNase-I (Qiagen) directly on the column during the purification protocol. RNA concentration was determined using a Nanodrop 2000c spectrophotometer (Thermo Fisher Scientific). RNA was stored at −80 °C.

### Gene expression analysis

RNA was reversely transcribed into cDNA using the high-capacity cDNA kit (Life Technologies). For tissue samples, 1 µg of RNA was used, for cells 0.25 µg was used for cDNA synthesis. Reverse transcription was carried out at 37 °C for 2 h followed by an inactivation step of 5 min at 85 °C. The cDNA was diluted with water before gene expression analysis (10 ng/µL for tissue samples, 1.25 ng/µL for cell culture samples).

To examine gene expression of target genes, quantitative real-time PCR was performed using 2.5 µL TaqMan gene expression master mix (Thermo Fisher Scientific) and 0.25 µL TaqMan gene expression assay (Supplementary Table S1). A volume of 1 µL cDNA was used as template in a final volume of 5 µL. Each sample was analysed in duplicates. Real-time PCR was performed on a QuantStudio™ 7flex or QuantStudio™ 7pro system (Thermo Fisher Scientific) using the QuantStudio™ software v1.3 or Design and Analysis software 2.6.0, respectively. Gene expression of *Cdkn1b* or/and *18S* was used as endogenous control to calculate ∆Ct values of target genes. To determine absolute gene expression, the formula 2^−∆Ct^ was used and obtained values were plotted as x-fold to *Cdkn1b*, *18S,* or the mean of both. To determine relative gene expression, mean of ΔCt values of the respective control group was used to calculate normalized ΔΔCt values. Relative gene expression data were determined using the formula 2^−ΔΔCt^ and plotted as x-fold to the respective control.^17^.

### MACE RNA sequencing analysis

#### 3’mRNA sequencing

Massive Analysis of cDNA Ends (MACE) is a 3’mRNA sequencing method based on the analysis of Illumina reads derived from fragments that originate from 3’ mRNA ends.^18^ RNA samples were processed by GenXPro GmbH (Frankfurt) using the Rapid MACE-Seq kit according to the manual of the manufacturer. Fragmented RNA underwent reverse transcription using barcoded oligo(dT) primers containing TrueQuant unique molecular identifiers, followed by template switching. PCR amplified libraries were purified by solid phase reversible immobilization beads and subsequent sequencing was performed using the Illumina platform NextSeq 500. Unprocessed sequencing reads were adapter-trimmed and quality-trimmed using Cutadapt (v4.6). The reads were mapped to the mouse genome (mm10) and transcripts were quantified by HTSeq (Supplementary Table S2). Differential gene expression was determined using DESeq2 (v1.38)^19^ and plotted as Volcano plots using Graph Pad Prism (GraphPad Software, USA). Principal component analysis (PCA) was performed on variance-stabilized DESeq2 data and visualized through MultiQC (v1.16) (Supplementary Figure 1A).

#### Gene ontology (GO) enrichment analysis

GO enrichment analysis was performed using the R plugin *clusterProfiler* (v4.12.6) and its function *enrichGO* with ENSEMBL identifiers and the organism database *org.Mm.eg.db* (v3.19.1). Enrichment of GO terms was tested using a hypergeometric over-representation test, which compares the observed frequency of genes associated with each GO term to the expected frequency under a random distribution. For the analysis, all differentially expressed genes (DEGs) with an adjusted *p*-value < 0.05 were used and tested against all detected genes in the dataset. Resulting *p*-values were adjusted with Benjamini–Hochberg correction. The resulting significantly enriched GO terms were refined using REVIGO^20^ (v1.8.1) with default setting. GO terms were plotted as dotplot using the R plugin *ggplot2* (v3.5.1).

#### Inference of ligand-receptor interactions

Potential ligand-receptor interactions between kidney and heart were inferred using the R plugin *CellChat* (v2.1.2). For this purpose, a transcript per million (tpm) count matrix for all kidney and heart samples was used and the sources of samples were referred as cell types (Kidney sham, Kidney 5d post-MI, Heart sham, Heart IZ 5d post-MI). The mouse-specific *CellChat* database (CellChatDB.mouse) was subset, and overexpressed genes and interactions were identified. To identify potential interactions, data was projected onto the mouse protein–protein interaction (PPI) network. Communication probabilities were computed exclusively based on “secreted signalling” using the *triMean* method. Specific interactions were plotted as bubble plot using *netVisual_bubble*. To plot significantly upregulated ligands in the kidney 28d post-MI, the *CellChat* database was used. All ligands were compared with the DEGs in the kidney 28d post-MI. The tpm count of each animal was normalized to the mean of the sham group and plotted as a heatmap using the R plugin *Complex-Heatmap* (v2.22.0).

#### Analysis of ligand and receptor expression in public single-cell datasets

To evaluate the cell-type-specific expression of inferred ligands and receptors, we analysed publicly available human single-cell RNA sequencing datasets for the kidney and heart. For the kidney, we used data from healthy kidneys published by Stewart et al.^21^, and for the heart, data from infarcted and healthy hearts published by Kuppe et al.^22^. Cell type–annotated single-cell RNA sequencing data were obtained as processed files from the respective authors’ public repositories. For each gene, normalized expression values were averaged across annotated cell types, and expression of inferred ligands and receptors was visualized as heat map using *Complex*-*Heatmap* (v.2.22.0) package in R.

### Histological analyses

Snap-frozen kidney samples were sectioned at 10 µm thickness using a cryostat. Fibrosis was visualized by Picrosirius Red staining with the Picrosirius Red Stain Kit (ScyTek Laboratories). Briefly, sections were hydrated using a descending ethanol series, counterstained for 90 s in 0.5 × Mayer’s hemalum solution (Merck Millipore) diluted in distilled water and then blued in warm tap water for 10 min. Collagen staining was performed as described in the manufacturer’s protocol. Finally, sections were dehydrated in an ascending series of ethanol followed by incubation in NeoClear (Sigma). Slides were mounted in Entellan (Sigma). Images were captured using a BZ 9000 microscope (Keyence) with 20 × CFI PL APO Lbd (NA = 0.75) or 60 × CFI PL APO Lbd H (NA = 1.4) objective using the BZ II Analyzer software. Fibrosis within renal tissue was additionally imaged in the red channel using a Texas Red filter and quantified in the fluorescent images using FIJI (v2.14.0). Fibrotic area was assessed in two non-consecutive kidney sections each quantified by 3–6 randomly selected images taken in the region of the glomeruli in the renal cortex. The fibrotic area in each section was calculated as the ratio of the fibrotic tissue area to the total tissue area. The mean value per animal was then calculated and used for statistical analysis, which is presented in the graph with mean ± SD.

### Statistics

Statistical analysis of gene expression data between two groups was performed using an unpaired two-tailed t-test, assuming normal distribution of data. For comparisons involving more than two groups, Bonferroni correction was applied to adjust p-values for multiple comparisons. Data are presented as 2^−ΔΔCt^ with geometric mean ± 95% confidence interval (CI). The analysis of RNA sequencing data is described in the respective section.

## Results

### Transcriptomic changes in the heart and kidney 5d post-MI

To identify DEGs in the heart and kidney 5 days after induced MI, we performed permanent ligation of the LAD in 12 male B6 wild-type mice. Eight additional mice underwent sham-surgery without LAD ligation and served as controls. 

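Kidney RNA of mice 5d after LAD ligation and of sham-operated mice was sequenced by Massive Analysis of cDNA Ends (MACE). This method reads fragments from the 3′ ends of polyadenylated mRNA and marks each molecule with a unique molecular identifier. The authors trimmed the reads, mapped them to the mouse genome, counted them on genes with HTSeq and deposited the whole-number count of each gene in each kidney without normalization. The sample labels list 9 kidneys at 5d post-MI and 8 sham kidneys. The counts of 8 kidneys at 5d post-MI and of all 8 sham kidneys could be assigned to their sample. The counts of the remaining kidney at 5d post-MI were left out, because their column shares its name with that of a kidney from another group. Total counts per kidney ranged from 2280618 to 3786275 in the sham group, with a median of 3206756, and from 2351162 to 3382058 at 5d post-MI, with a median of 3057828. The mean log2 total differed by −0.06 between the groups (exact permutation test, two-sided, p = 0.62). The 10 most abundant genes took between 19.3% and 21.5% of the counts in each of these kidneys. The counts were normalized by edgeR's TMM method and compared by its quasi-likelihood F test, two-sided, in a single fit of 22 kidneys that also held 6 kidneys at 28d post-MI. The test covered the 12780 genes kept by edgeR's count filter, with its minimum of 10 counts, out of 30116 genes with a count. The p-values were adjusted by the Benjamini-Hochberg method. Expression is given as counts scaled to the normalized library size (CPM), and gene positions are those of the GENCODE M21 annotation of GRCm38 (mm10).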

RNA sequencing was conducted on cardiac IZ and the corresponding kidneys from nine randomly selected mice at 5d post-MI, as well as on LV tissue and kidneys from eight sham-operated mice (Fig. 1A).

**Fig. 1:**
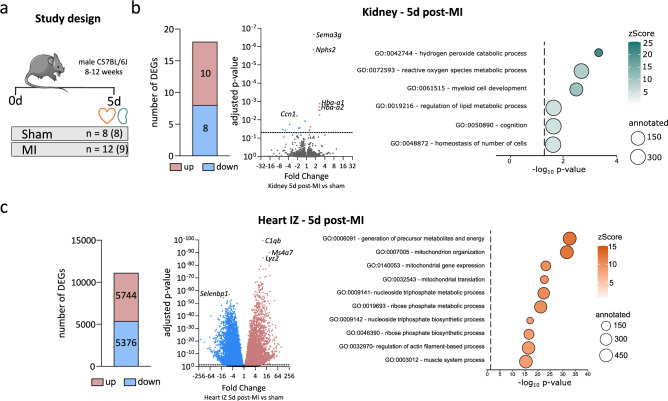
Transcriptomic changes in the heart and kidney 5d post-MI. (**a**) Permanent LAD ligation was performed in 12 mice, while 8 mice underwent sham surgery. Tissues from heart and kidney were collected 5d after surgery. RNA sequencing was performed on RNA from cardiac infarct zones (IZ) and kidneys from 9 randomly selected mice at 5d post-MI, as well as on RNA from hearts and kidneys from all 8 sham-operated mice. Differentially expressed genes (DEGs) were identified using DESeq2 with the Wald test and Benjamini–Hochberg correction (adjusted* p*-value < 0.05). (**b**) In the kidney, 18 DEGs were detected and visualized in a volcano plot. The x-axis represents fold change, and the y-axis represents the adjusted *p*-value. Up- and downregulated DEGs are shown in red and blue, respectively. All significantly enriched GO terms were refined using REVIGO to reduce redundancy. Dot size represents the number of annotated genes, and colour indicates the zScore, reflecting GO term enrichment. (**c**) More than 11,000 DEGs were identified in the IZ of the heart and displayed in a volcano plot. The x-axis represents fold change, and the y-axis represents the adjusted *p*-value. GO term analysis was performed on the DEGs and refined using REVIGO. Dot size represents the number of annotated genes, and colour indicates the zScore of enrichment.

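The quasi-likelihood test of edgeR gave 9 DEGs with an adjusted p-value under 0.05 between kidneys at 5d post-MI and sham kidneys, 7 of them up- and 2 downregulated, while 1009 genes had an unadjusted p-value under 0.05. The gene with the lowest p-value was Sema3g. The downregulated DEGs were Ccn1 and Col5a3. Expression of Col5a3 (ENSMUSG00000004098, chromosome 9, 20770050 to 20815067), which encodes a collagen chain, was 8.69 ± 3.04 CPM (SD, n = 8) in sham kidneys and 4.11 ± 1.47 CPM (SD, n = 8) at 5d post-MI. Its log2 fold change was −1.02 (standard error 0.22, adjusted p = 0.0423 from edgeR). The number of DEGs moved most when no filter on low counts was applied, to 80. With each kidney left out in turn, between 1 and 38 DEGs were found, with 38 without 5d replicate 1 and 1 in several fits, among them the fit without sham replicate 2 and that without 28d replicate 3. Of the genes that the paper's Supplementary Table S3 calls at 5d post-MI, 17 could be tested, all 17 changed in the same direction with an unadjusted p-value under 0.05, and 8 were DEGs in edgeR. Of that table, 1999 of 26154 genes were used for the comparison.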

In the kidney, 10 genes were significantly up- and 8 genes were significantly downregulated 5d post-MI (Fig. 1B, Supplementary Table S3). Five out of the 10 upregulated DEGs in the kidney 5d post-MI were haemoglobin-related (*Hba-ps3*, *Hbb-bt*, *Hba-a2*, *Hba-a1*, *Hbb-bs*). 

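Expression of Hba-a2, a haemoglobin alpha chain gene (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298), rose from 796 ± 132 CPM (SD, n = 8) in sham kidneys to 2270 ± 1060 CPM (SD, n = 8) at 5d post-MI. Its log2 fold change was 1.51 (standard error 0.25, adjusted p = 0.0356 from edgeR). The other 4 genes had log2 fold changes between 1.44 for Hbb-bs and 1.56 for Hba-ps3, with adjusted p-values of 0.0356 for Hba-a1 and 0.0423 for Hbb-bs, Hbb-bt and Hba-ps3. All 8 kidneys at 5d post-MI exceeded every sham kidney in Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, and 7 of 8 did so in Hba-ps3. Hba-a1 lies beside Hba-a2, from 32283511 to 32284465, and the beta chain genes Hbb-bs and Hbb-bt lie on chromosome 7, from 103826534 to 103828096 and from 103812524 to 103813996. Hba-ps3 (chromosome 15, 56171988 to 56172389) is annotated as a processed pseudogene, with 17.3 ± 3.29 CPM (SD, n = 8) in sham kidneys and 50.8 ± 24.7 CPM (SD, n = 8) at 5d post-MI. The authors' counting could have split reads among these paralogs. In fits that each left out a kidney, the log2 fold change of Hba-a2 stayed between 1.30 and 1.60, and its adjusted p-value was under 0.05 in 9 of the 22 fits. A list of other red blood cell transcripts was also higher at 5d post-MI, with a median log2 fold change of 0.21 (adjusted p = 1.17e-06 from limma's camera test). When the mean log2 CPM of all 15 listed genes found in the table was a covariate in edgeR, the log2 fold changes of the 5 haemoglobin genes fell to between 0.58 and 0.91, with adjusted p-values from 0.666 to 0.824. Over all alternatives, the adjusted p-value of Hba-a2 ranged from 1.49e-06 to 0.666.

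**Figure D1:**
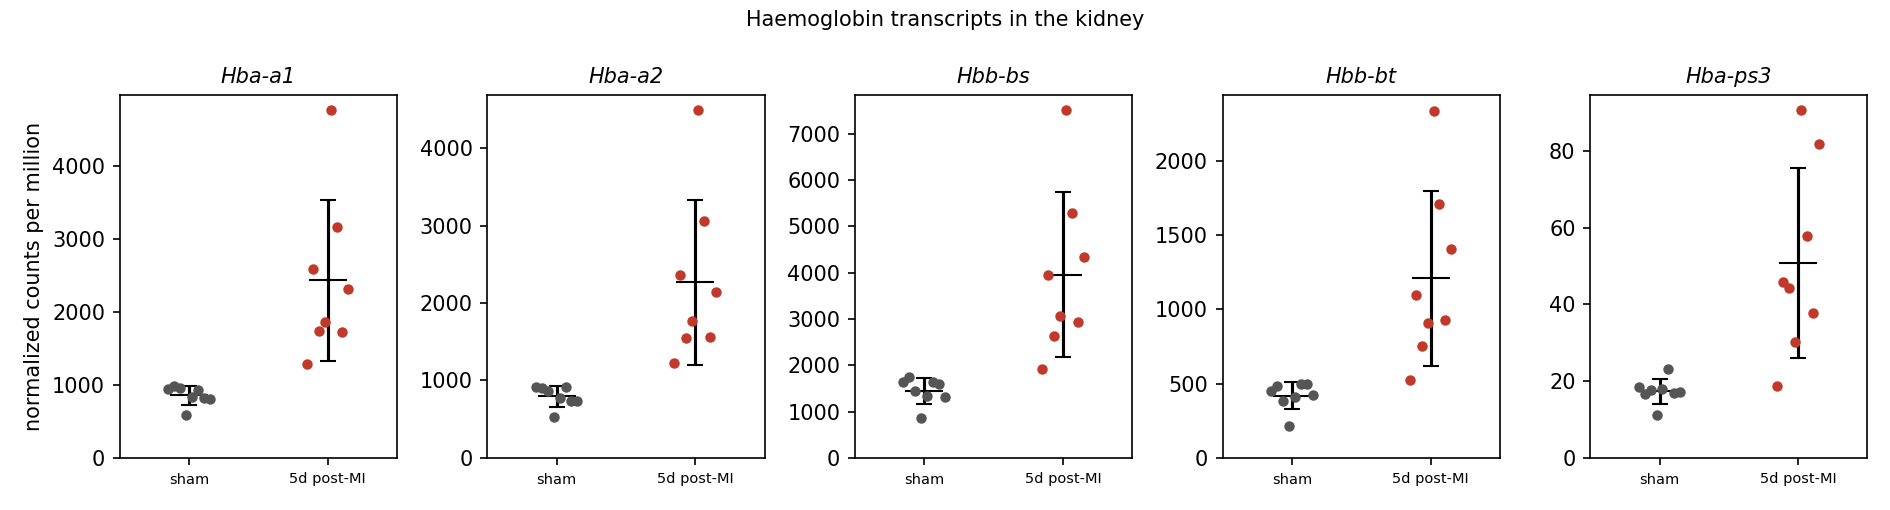
Normalized counts (CPM) of the 5 haemoglobin genes in each sham kidney and each kidney at 5d post-MI (points), with the mean and SD of each group (bars). For Hba-a2 the group means are 796 and 2270 CPM, and all 8 kidneys at 5d post-MI lie above the sham kidneys.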

Despite the low number of DEGs, the PCA revealed a clear separation of the 5-day post-MI kidney samples from the sham controls (Supplementary Fig. 1A). 

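A principal component analysis of the 500 most variable genes was run on counts of all 22 kidneys, transformed by the variance-stabilizing method of DESeq2 without use of the groups. PC1 carried 24.7% of the variance and PC2 21.7%. The mean score on PC1 was −3.39 ± 3.41 (SD, n = 8) in sham kidneys and 3.11 ± 3.23 (SD, n = 8) at 5d post-MI, a difference of 6.50 (exact permutation test, two-sided, p = 0.0023). The ranges overlapped, from −7.81 to 2.35 in sham kidneys and from −1.81 to 7.44 at 5d post-MI. On PC2, the difference of 2.08 was smaller than the SD of 3.17 among sham kidneys (exact permutation test, two-sided, p = 0.15). The distance between the group means on both components was 6.82, with an exact permutation p of 0.0014 over 12870 splits of the kidneys. Among the 10 genes with the largest loadings on PC1 were Scd1, Fasn, Thrsp, Fabp4 and Ucp1, which are abundant in fat, and Hsd3b1, Cyp11a1, Star and Cyp21a1, which serve steroid synthesis in the adrenal gland. The remaining gene was Egr1, an immediate early gene. Summed, the steroid synthesis genes ran from 0.877 to 924 CPM among sham kidneys (median 2.16 CPM). In an alternative chosen after seeing the data, genes that followed the fat lists or the steroid synthesis genes within groups (r above 0.5 or below −0.5) were left out, among them 122 of the 500 genes, and the distance was 5.73 (exact permutation p = 0.00062). Of the alternatives, log2 CPM in place of the transformed counts moved the distance most, to 12.7 (exact permutation p = 0.012).

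**Figure D2:**
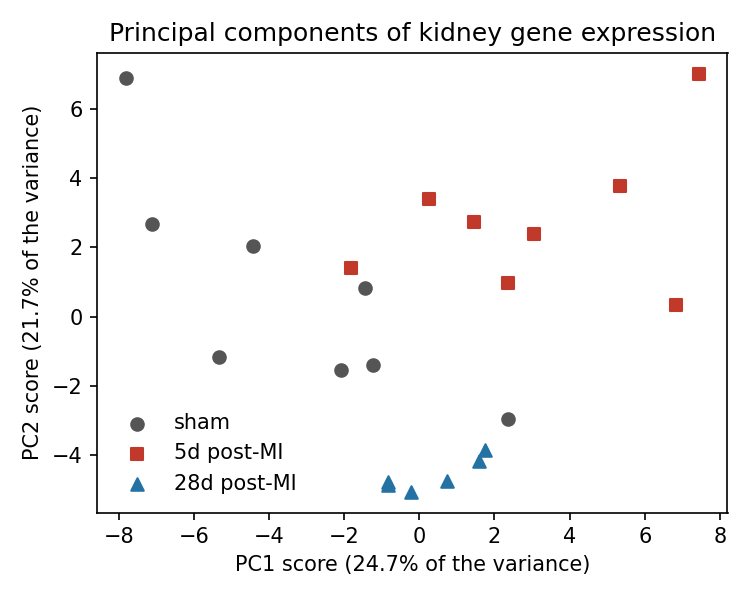
Scores of each kidney on PC1 (horizontal) and PC2 (vertical), for sham kidneys (circles), kidneys at 5d post-MI (squares) and kidneys at 28d post-MI (triangles). On PC1, sham kidneys lie between −7.81 and 2.35 and kidneys at 5d post-MI between −1.81 and 7.44.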

To further validate the RNA sequencing results, upregulation of *Nphs2* and *Hba-a1* was confirmed by gene expression analysis (Supplementary Fig. 1B). To categorize the identified DEGs into functional groups, GO enrichment analysis was conducted on the kidney RNA-seq dataset using DEGs as input. To minimize redundancy, significantly enriched GO terms were refined using the REVIGO tool. Given the limited number of DEGs, only 2–4 of them contributed to each enriched GO term. Among these, the GO term "hydrogen peroxide catabolic process" displayed the highest zScore, primarily driven by the DEGs *Hba-a1*, *Hbb-b1*, *Hbb-bt*, and *Ccn1* suggesting processes related to oxidative stress.

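Among the genes of this term, Ccn1 (ENSMUSG00000028195, chromosome 3, 145646976 to 145649981), which encodes a matricellular protein, fell from 186 ± 35.2 CPM (SD, n = 8) in sham kidneys to 83.7 ± 30.2 CPM (SD, n = 8) at 5d post-MI. Its log2 fold change was −1.16 (standard error 0.21, adjusted p = 0.0423 from edgeR). All 8 kidneys at 5d post-MI were below the sham mean, and 7 of 8 were below every sham kidney. The log2 fold change of Ccn1 in fits without a kidney stayed between −1.26 and −1.05, but its adjusted p-value was under 0.05 in only 2 of the 22 fits. Its adjusted p-values over all alternatives ranged from 7.76e-05 to 0.551. A list of 9 immediate early genes that does not hold Ccn1 also fell, with a median log2 fold change of −1.15 (adjusted p = 2.83e-18 from limma's camera test). Hbb-bt rose from 420 ± 92.7 CPM (SD, n = 8) to 1210 ± 588 CPM (SD, n = 8), a log2 fold change of 1.53 (standard error 0.28). No counted gene carried the name Hbb-b1 in the annotation used. From the genes annotated in this term, the paper proposes processes related to oxidative stress in the kidney.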

In the heart, the IZ exhibited 5744 significantly up- and 5376 downregulated genes 5d post-MI (Fig. 1C, Supplementary Table S4). The subsequent GO term analysis of these DEGs revealed a strong enrichment of processes related to mitochondrial function and energy metabolism. REVIGO was used to refine the analysis removing redundant GO terms. Among the 10 most significantly enriched GO terms were “generation of precursor metabolites and energy”, “mitochondrion organization”, “mitochondrial gene expression”, and “mitochondrial translation”. Additionally, terms involved in nucleoside triphosphate and ribose phosphate metabolism were significantly enriched. These findings suggest an active metabolic and mitochondrial response to ischemia in the IZ during post-MI remodelling.

Taken together, compared to the heart, gene expression in the kidney showed only minor changes during the acute phase after MI. However, the kidney exhibited upregulation of haemoglobin-related genes and GO term enrichment in processes related to oxidative stress, while the heart exhibited a strong upregulation of mitochondrial and energy metabolism-related genes as response to ischemia at 5d post-MI.

### Inference of heart-kidney interorgan crosstalk 5d post-MI

Next, we aimed to investigate potential interactions between infarcted heart and kidneys. Therefore, we analysed interorgan signalling using the *CellChat* R package based on the RNA sequencing data as input. In Fig. 2A, the number of proposed interactions is plotted and visualized by thickness of connecting lines. Interactions involving heart-derived secreted factors targeting receptors in the kidney are shown in orange, while kidney-derived secreted signals addressing receptors expressed in the heart are shown in green (Supplementary Table S5). Compared to healthy LV tissue, the IZ 5d post-MI expressed more than a sixfold higher number of secreted factors inferred to be ligands for receptors expressed in the kidney (199 and 216 from IZ vs. 26 and 29 from sham heart). Similarly, interactions based on kidney-derived ligands to the IZ 5d post-MI (209 from sham kidney vs. 206 from 5d post-MI kidney) were also more frequent than to sham LV tissue (20 from sham kidney vs. 28 from 5d post-MI kidney). The number of proposed interactions is primarily driven by upregulated ligands, but also receptors, in the injured cardiac tissue, while both heart and kidney act as senders as well as receivers.

**Fig. 2:**
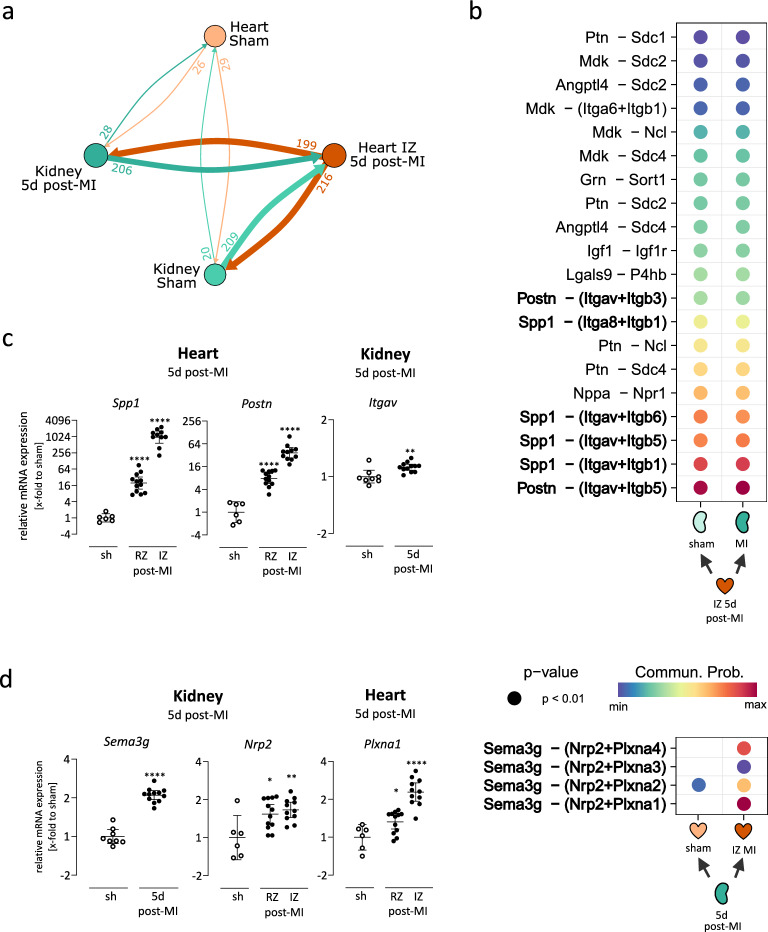
Inferred interorgan signalling between heart and kidney 5d post-MI. (**a**) Interorgan communication between the heart and kidney post-MI was analysed using the R plugin *CellChat*, restricted to secreted signalling interactions. Crosstalk was primarily driven by extensively altered gene expression in the infarct zone (IZ) 5d post-MI. (**b**) Inferred interactions were restricted to those with significantly upregulated ligands. The bubble plots display the 20 most probable inferred interactions in the heart (top) and the inferred interactions in the kidney (bottom). In the kidney, only one significantly upregulated ligand was detected. (**c**) Gene expression of *Postn* and *Spp1* was measured in the remote zone (RZ) and IZ, while their inferred receptor *Itgav* was assessed in the kidney 5d post-MI. Gene expression was normalized to *Cdkn1b* and sham controls. (**d**) Gene expression of *Sema3g* was measured in the kidney, while the gene expression of its inferred receptors *Nrp2* and *Plxna1* was assessed in the RZ and IZ 5d post-MI. Gene expression was normalized to *Cdkn1b* and sham controls. Gene expression data are plotted as 2^-ΔΔCt^ (geometric mean ± 95% CI, unpaired two-tailed *t*-test with Bonferroni correction. *, **, ****; *P* < 0.05, 0.01, 0.0001).

We aimed to focus on the most relevant post-MI interactions in the interorgan crosstalk from injured heart to kidney. Therefore, the ligands from the cardiac IZ 5d post-MI for all inferred interactions were restricted to upregulated DEGs between sham and IZ. This yielded 131 proposed interactions, of which the 20 most probable ones are displayed as a bubble plot in Fig. 2B. The most probable inferred interactions were driven by the cardiac ligands periostin (*Postn*) and osteopontin (*Spp1*). In line with the RNA sequencing data, the subsequent gene expression analysis of these genes validated a significant increase in their expression 5d post-MI in both the RZ and IZ. Furthermore, the targeted receptor *Itgav* was slightly but significantly upregulated in the kidney 5d post-MI in the gene expression analysis (Fig. 2C). In the RNA sequencing analysis, *Itgav* was not significantly upregulated, although it displayed a non-adjusted p-value of 0.016 (Supplementary Table S3). However, the upregulation observed in both analyses was low. Furthermore, multiple inflammation-related pathways were inferred, including CCL and CXCL chemokine signalling, the interaction of IL6–IL6R and IL1–IL1R, as well as the activation of protease-activated receptors (Supplementary Table S5).

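Expression of Itgav, which encodes the integrin alpha V chain (ENSMUSG00000027087, chromosome 2, 83724397 to 83806916), was 101 ± 4.98 CPM (SD, n = 8) in sham kidneys and 114 ± 10.0 CPM (SD, n = 8) at 5d post-MI. This is a log2 fold change of 0.17 with a standard error of 0.06. The quasi-likelihood test of edgeR gave an unadjusted p-value of 0.00982 and an adjusted p-value of 0.458. Normalized expression was higher than in every sham kidney in 6 of 8 kidneys at 5d post-MI. In the 22 fits that each left out a kidney, the log2 fold change of Itgav was between 0.14 and 0.19, and its adjusted p-value was never under 0.338. The annotation places Gm13684 and Dnmt3l-ps1 on the opposite strand within Itgav.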

Next, we analysed the effect of the affected kidney back to the heart. Therefore, we additionally analysed kidney-derived secreted factors 5d post-MI and identified *Sema3g* as the only significantly upregulated ligand (Fig. 2C). 

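Sema3g (ENSMUSG00000021904, chromosome 14, 31217860 to 31230352), which encodes a secreted semaphorin, had 23.5 ± 3.81 CPM (SD, n = 8) in sham kidneys and 41.3 ± 7.45 CPM (SD, n = 8) at 5d post-MI. This gave a log2 fold change of 0.81 (standard error 0.12, adjusted p = 0.00118 from edgeR). In 7 of 8 kidneys at 5d post-MI, expression was higher than in every sham kidney. Leaving out each kidney in turn moved the log2 fold change of Sema3g between 0.75 and 0.88, and its adjusted p-value stayed under 0.05 in all 22 fits. Among the 13 alternatives, 10 gave an adjusted p-value under 0.05, within a range from 7.15e-15 to 0.367. A list of 12 podocyte genes rose less, with a median log2 fold change of 0.23 (adjusted p = 0.0173 from limma's camera test, 0.157 from its fry test).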

In the RNA sequencing data, all receptors targeted by *Sema3g* in the heart, except *Plxna2*, were upregulated in IZ compared to healthy LV tissue (Supplementary Table S4). Upregulation of *Sema3g* in the kidney 5d post-MI, as well as *Nrp2* and *Plxna1* in the infarcted heart 5d post-MI, was confirmed by gene expression analysis (Fig. 2D).

To investigate the cell-type specificity of the inferred ligand–receptor interactions, we analysed their expression in publicly available human single-cell datasets^21,22^. In the healthy kidney, the ligand *Sema3g* showed highest expression in *descending vasa recta endothelial cells* located in the renal medulla, whereas the corresponding inferred receptors were distributed across several cardiac cell types (Supplementary Fig. 2A). For the heart, we examined a dataset including control and myocardial infarction samples (Kuppe et al.), where the expression of *Postn* and *Spp1* was markedly increased within the infarct zone (Supplementary Fig. 2B). *Postn* expression was broadly elevated across nearly all cardiac cell types, while *Spp1* upregulation was most prominent in myeloid cells. In addition, the ligand *Angptl4* was strongly upregulated in multiple cardiac cell populations.

Due to the low number of DEGs in kidney 5d post-MI, we suggest that kidney dysfunction as a result of MI may develop later than 5d post-MI. This implicates that DAMPs from the injured heart have no major effects on the kidneys since their effects should have been detectable in RNA-sequencing 5d post-MI. However, actively secreted mediators, such as *Postn* and *Spp1* released by the IZ at 5d post-MI, might influence the kidney and drive the progression of kidney dysfunction.

### Long-term consequences of MI on kidney

So far, we have found that acute MI hardly alter gene expression in the kidney. However, several secreted factors from the IZ were inferred to target receptors in the kidney, potentially contributing to long-term effects on the kidneys. 

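Kidneys taken 28d after LAD ligation were sequenced by MACE in the same way, and the authors deposited their counts without normalization. The labels list 7 kidneys at 28d post-MI, and the counts of 6 of them could be assigned. The column of the remaining kidney shares its name with that of a kidney at 5d post-MI, and both were left out. Total counts per kidney at 28d post-MI ranged from 2522894 to 3269306, with a median of 2644574. Their mean log2 total was −0.16 relative to sham kidneys (exact permutation test, two-sided, p = 0.2). The 10 most abundant genes took between 20.4% and 21.6% of the counts of these kidneys. The controls were the 8 sham kidneys collected 5d after surgery, so that the time after surgery and the age of the mice differ between the groups along with LAD ligation. The values that the authors deposited as tpm equal the counts scaled to each kidney's own total, within 5e-06, without division by the length of the gene.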

To investigate chronic effects after MI, we next analysed kidneys at 28d post-MI as depicted in Fig. 3A.

**Fig. 3:**
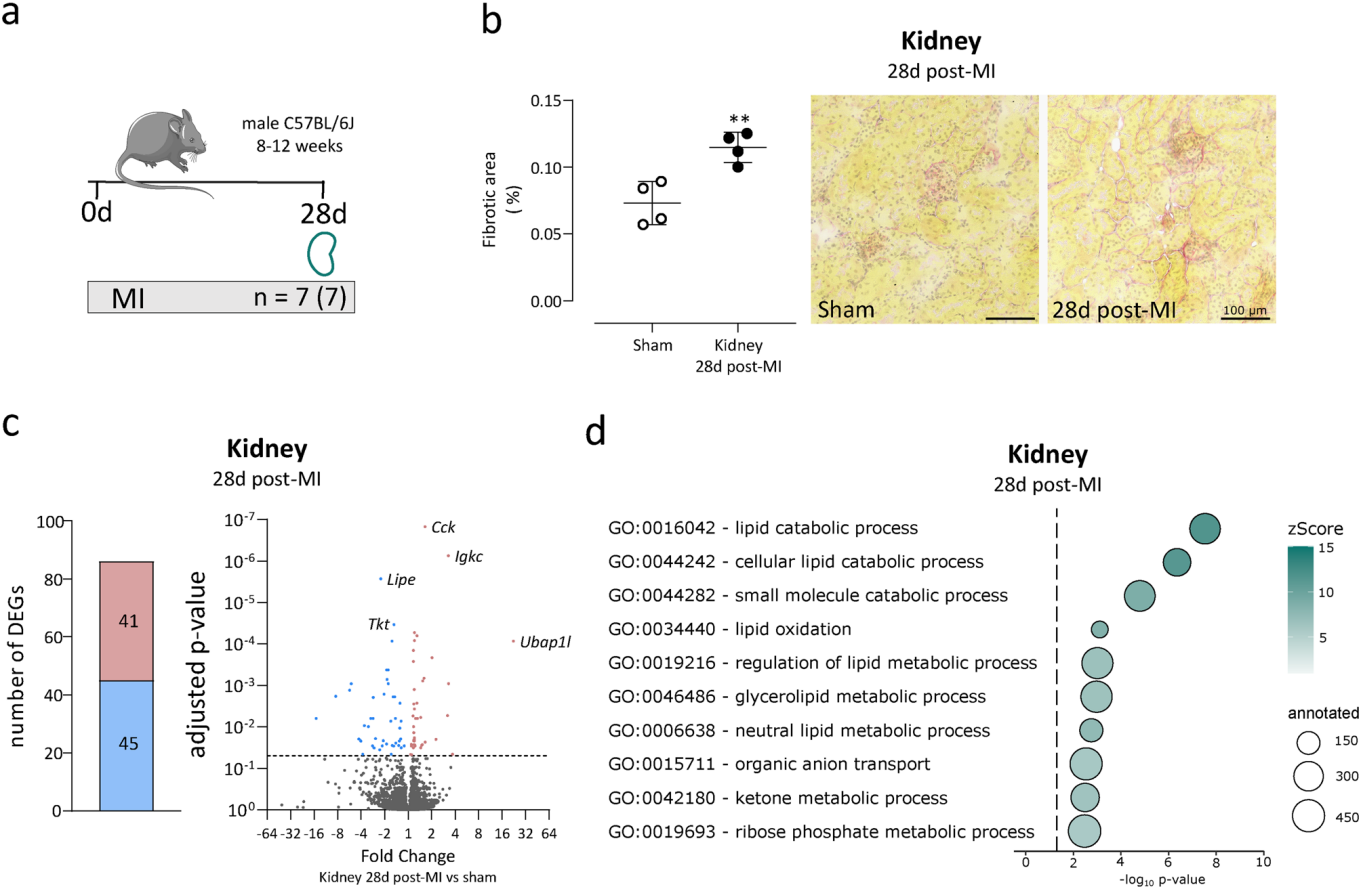
Kidney fibrosis and transcriptomic changes 28d post-MI. (**a**) Permanent LAD ligation was performed in 7 mice, and tissues were collected 28d post-MI. RNA sequencing was conducted on kidney RNA from these mice (n = 7), while kidneys from sham-operated mice at the 5d post-MI time point served as controls. (**b**) Fibrosis was quantified in Picrosirius Red-stained cryosections from kidneys of sham-operated mice (n = 4) and mice 28d post-MI (n = 4). The fibrotic area was significantly increased in kidneys 28d post-MI (mean ± SD, unpaired two-tailed t-test). (**c**) Transcriptome analysis was performed via RNA sequencing of kidney tissue at 28d post-MI. DEGs were identified using DESeq2 with Wald test and Benjamini–Hochberg correction (adjusted *p*-value < 0.05). A total of 86 DEGs were detected. The Volcano plot displays fold change (x-axis) and adjusted p-value (y-axis). Upregulated DEGs are marked in red, downregulated in blue. (**d**) GO term analysis was conducted using the identified 86 DEGs in kidney 28d post-MI as input. All significantly enriched GO terms with more than 5 annotated DEGs were refined using REVIGO. The 10 most significantly enriched terms are shown as dot plot, in which dot size represents the number of annotated genes, and colour indicates the zScore, reflecting GO term enrichment.

As both *Postn* and *Spp1* are known to drive fibrosis, we aimed to quantify renal fibrosis in histological sections and observed an increased fibrotic area in the renal cortex of mice 28d post-MI compared to sham-operated controls (Fig. 3B). Next, RNA sequencing from kidney was performed on seven mice 28d post-MI, revealing a higher number of DEGs compared to day 5 post-MI, with 41 genes upregulated and 45 downregulated (Fig. 3C, Supplementary Table S6). 

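Kidneys at 28d post-MI had 3 DEGs relative to sham kidneys in edgeR, all upregulated, and 1109 genes with an unadjusted p-value under 0.05. Atf4, a transcription factor gene of the stress response (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541), rose from 129 ± 8.25 CPM (SD, n = 8) to 174 ± 28.7 CPM (SD, n = 6), a log2 fold change of 0.43 (standard error 0.07, adjusted p = 0.00974 from edgeR). Brd2 (chromosome 17, 34112023 to 34122634), which encodes a chromatin reader, had a log2 fold change of 0.35 (standard error 0.06, adjusted p = 0.0168). Expression was higher than in every sham kidney in 5 of 6 kidneys for Atf4 and for Brd2. Among genes shown in Fig. 3C, the immunoglobulin gene Igkc rose by a log2 fold change of 1.68 (adjusted p = 0.0633 from edgeR) and exceeded every sham kidney in all 6 kidneys. Tkt, which encodes transketolase, had a log2 fold change of −0.58 (adjusted p = 0.176 from edgeR). DESeq2 on the same kidneys gave Igkc an adjusted p-value of 0.00404 and Tkt one of 0.00968. Over all alternatives these ranged from 2.67e-05 to 0.188 for Igkc and from 0.000272 to 0.188 for Tkt. Ubap1l had at most 3 counts in each sham kidney and was not tested in edgeR, and its mean of 2.27 CPM at 28d post-MI was at least 2.36-fold higher than the level of 3 counts in sham kidneys. Without a filter on low counts, 94 DEGs were found, the largest change among the alternatives. With each kidney left out in turn, between 0 and 29 DEGs were found, with 0 without 28d replicate 2 or 28d replicate 7 and 29 without sham replicate 8, the sham kidney with the lowest adipocyte score. Of the genes that the paper's Supplementary Table S6 calls at 28d post-MI, 83 could be tested, all 83 changed in the same direction, 82 had an unadjusted p-value under 0.05, and 3 were DEGs in edgeR. DESeq2 called 28 of the paper's genes in a fit of all 22 kidneys and 59 in a fit of sham and 28d kidneys alone. Of the 56941 genes of that table, 1999 were used for the comparison.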

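No gene had an adjusted p-value under 0.05 in edgeR at both 5d and 28d post-MI, while 222 genes had an unadjusted p-value under 0.05 at both, 203 of them with the same direction. Both comparisons share the sham kidneys, and across genes, which are not independent replicates, their log2 fold changes correlated with r = 0.420. In 20 simulations without any true change, the shared controls alone gave r between 0.423 and 0.464. In DESeq2, H4c9, Sema3g and Tkt were DEGs at both times. The histone gene H4c9 (ENSMUSG00000060639, chromosome 13, 22040636 to 22041362) had 20.7 ± 5.70 CPM (SD, n = 8) in sham kidneys, 11.9 ± 3.48 CPM (SD, n = 8) at 5d post-MI and 41.2 ± 13.9 CPM (SD, n = 6) at 28d post-MI. Its log2 fold change was −0.78 (standard error 0.24, adjusted p = 0.401 from edgeR and 0.0493 from DESeq2) at 5d post-MI and 0.99 (standard error 0.21, adjusted p = 0.107 from edgeR and 0.00404 from DESeq2) at 28d post-MI. Reads of H4c9 could have been split among the histone H4 genes, which are close in sequence. The paper's supplementary tables list H4c9 with an adjusted p-value of 0.0271 at 5d post-MI and of 0.000214 at 28d post-MI. The log2 fold change of Sema3g at 28d post-MI was 0.55 (adjusted p = 0.119 from edgeR), and that of Tkt at 5d post-MI was −0.46 (adjusted p = 0.307 from edgeR). With sham replicate 8 left out, Fabp5 and Pgd, named after their values were seen, were DEGs at both times in edgeR.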

Notably, none of the DEGs identified at 5d post-MI was significantly regulated at 28d post-MI. Subsequently, GO enrichment analysis was conducted on kidney RNA sequencing data from 28d post-MI using DEGs as input. The significantly enriched GO terms were refined using the REVIGO tool to remove redundancy. Focusing on GO terms in which more than five DEGs were annotated, 21 significantly enriched terms were identified. In Fig. 3D, the ten most significantly enriched GO terms are displayed. Among these, six – including the two terms with the lowest adjusted p-value and the highest zScore – were associated with lipid metabolism.

Since the majority of the 21 significantly enriched GO terms were linked to metabolic processes, we suggest that the observed changes may reflect an adaptive response to reduced renal perfusion and oxygen availability following MI. Furthermore, the increased fibrosis in the kidney could indicate a response to heart-mediated stimuli, potentially further contributing to renal functional impairment.

### Impact of kidney dysfunction on cardiac remodelling in the chronic post-MI phase

Next, we aimed to investigate the impact of secondary affected kidney 28d post-MI on the heart in the chronic phase after MI. Therefore, we examined whether any genes encoding secreted ligands were significantly upregulated in the kidney 28d post-MI (41 upregulated DEGs, Fig. 3C). 

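Expression of Cck, which encodes cholecystokinin (ENSMUSG00000032532, chromosome 9, 121489824 to 121495694), rose from 82.2 ± 10.3 CPM (SD, n = 8) in sham kidneys to 130 ± 22.0 CPM (SD, n = 6) at 28d post-MI. Cck thus had a log2 fold change of 0.66 (standard error 0.13, adjusted p = 0.0721 from edgeR). Slitrk6 (ENSMUSG00000045871, chromosome 14, 110748580 to 110755149), which encodes a transmembrane protein, was low, with 2.44 ± 0.75 CPM (SD, n = 8) against 5.44 ± 2.09 CPM (SD, n = 6), a log2 fold change of 1.16 (standard error 0.26, adjusted p = 0.0853 from edgeR). Gdf15, a growth differentiation factor gene (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456), had a log2 fold change of 0.79 (standard error 0.21, adjusted p = 0.231 from edgeR). Psap, which encodes prosaposin (ENSMUSG00000004207, chromosome 10, 60277627 to 60302597), had one of 0.12 (standard error 0.06, adjusted p = 0.559 from edgeR). All 4 genes had an unadjusted p-value under 0.05, from 4.57e-05 for Cck to 0.0434 for Psap. In DESeq2 on the same kidneys, the adjusted p-value was 0.000655 for Cck, 0.0491 for Slitrk6, 0.0490 for Gdf15 and 0.748 for Psap. Over all alternatives it ranged from 4.17e-06 to 0.216 for Cck, from 0.0144 to 0.188 for Slitrk6, from 0.00952 to 0.354 for Gdf15 and from 0.164 to 0.877 for Psap.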

Using the ligand-receptor interaction database of *CellChat*, we identified four significantly upregulated ligands (*Cck, Slitrk6, Gdf15, Psap*) in the kidney 28d post-MI, with their gene expression visualized as heatmap in Fig. 4A. 

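Relative to the sham mean, the deposited tpm value of Cck at 28d post-MI was 1.54 ± 0.267 (SD, n = 6), and it was higher in all 6 kidneys than in every sham kidney (exact permutation test, two-sided, p = 0.00033). Slitrk6 was at 2.18 ± 0.83 (SD, n = 6), above every sham kidney in 5 of 6 kidneys (exact permutation p = 0.005). Gdf15 was at 1.68 ± 0.494 (SD, n = 6) and above the sham mean in all 6 kidneys, but above every sham kidney in 1 of 6 by tpm (exact permutation p = 0.0047) and in 3 of 6 by TMM-normalized CPM. Psap was at 1.06 ± 0.0574 (SD, n = 6), with 5 of 6 kidneys above the sham mean (exact permutation p = 0.02). The tests compared the mean of log2(tpm + 1) over all 3003 splits of the kidneys. Adjusted over the 4 ligands by the Benjamini-Hochberg method, the p-values were 0.0013 for Cck, 0.0067 for Slitrk6 and Gdf15, and 0.02 for Psap. The paper chose these 4 ligands as upregulated at 28d post-MI in this same dataset. The tests therefore repeat that choice and are no independent evidence of a rise. Adjusted over all genes tested, none of the 4 was under 0.05 in edgeR. Of the alternatives, medians in place of means gave Psap a value of 1.05 (exact permutation p = 0.079), and TMM-normalized CPM in place of tpm gave 1.09 (exact permutation p = 0.0027). Without 28d replicate 7, Psap was at 1.05 (exact permutation p = 0.052).

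**Figure D3:**
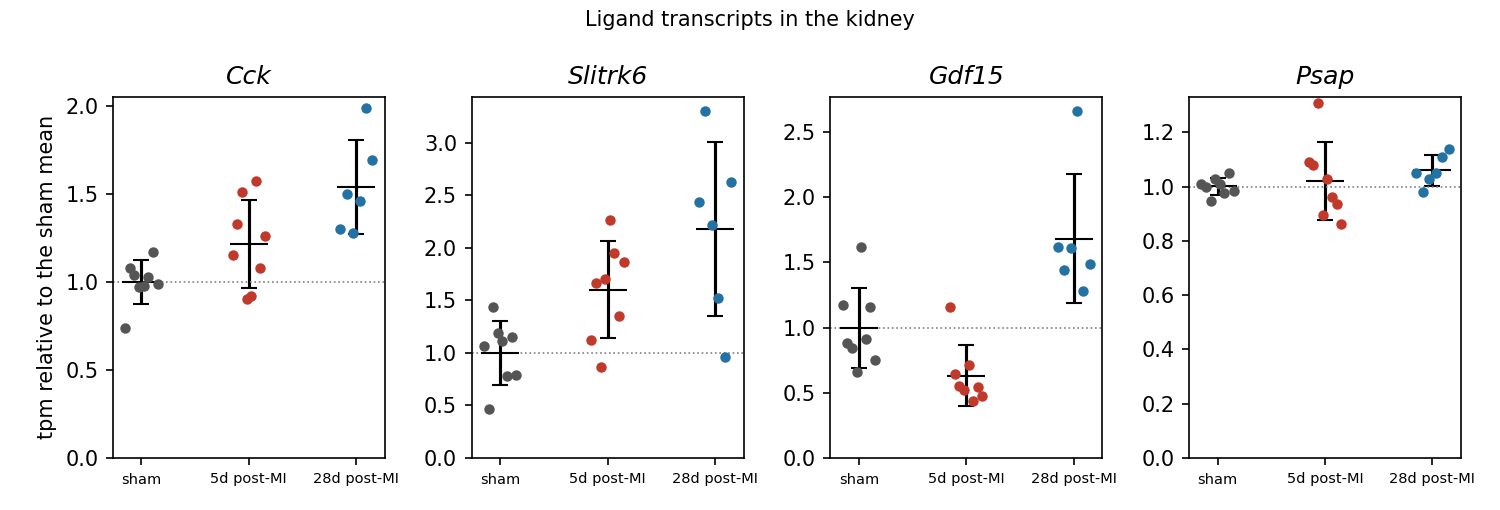
Deposited tpm value of each ligand relative to the sham mean in each kidney (points), with the mean and SD of the sham, 5d post-MI and 28d post-MI groups (bars), and a dotted line at 1. At 28d post-MI, Cck lies between 1.28 and 1.99 and Psap between 0.982 and 1.14.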

While *Cck*, *Slitrk6* and *Gdf15* showed a more than 1.4-fold increase in expression, the upregulation of *Psap* was modest (1.1-fold) compared to controls. In the publicly available human single-cell kidney dataset,^21^ *CCK* and *SLITRK6* were predominantly expressed in *pelvic epithelial cells* (Supplementary Fig. 3A). *GDF15* was detected in several cell types, including *pelvic epithelial cells*, *connecting tubule*, *transitional urothelium*, and fibroblasts. *PSAP* was also expressed in multiple cell populations, with particularly strong expression in monocytes and macrophages.

**Fig. 4:**
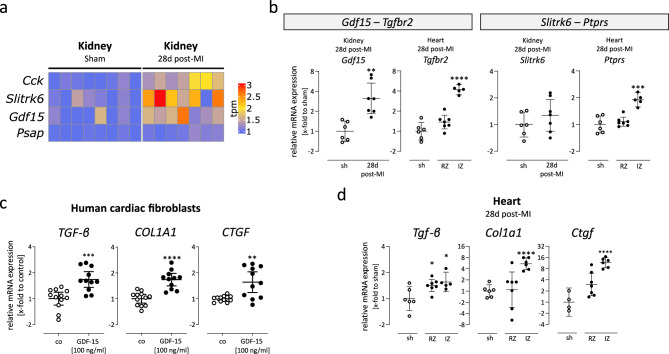
Upregulated ligands in the kidney and their effects on cardiac fibrosis. (**a**) The heatmap displays significantly upregulated ligands in the kidney. RNA sequencing data (tpm counts) is normalized to the mean of sham controls and shown separately for each sample. DEGs were identified using DESeq2 with the Wald test and Benjamini–Hochberg correction (adjusted *p*-value < 0.05). (**b**) Gene expression analysis of two inferred ligand-receptor pairs in the kidney and heart. Gene expression was normalized to *Cdkn1b* and sham controls. *Gdf15* was significantly upregulated in the kidney 28d post-MI, and its receptor *Tgfbr2* was significantly upregulated in the IZ. Significance was tested using an unpaired two-tailed *t*-test with Bonferroni correction. (**c**) Human cardiac fibroblasts, derived from endomyocardial biopsies, were stimulated with 100 ng/ml GDF-15 for 24 h. Gene expression of fibrotic markers *TGF-β*, *COL1A1*, and *CTGF* was normalized to *18S* and untreated controls. All genes were significantly upregulated following GDF-15 treatment (unpaired two-tailed t-test) (**d**) Gene expression analysis of fibrotic markers *Tgf-β*, *Col1a1*, and *Ctgf* in the LV tissue 28d post-MI. *Tgf-β* was significantly upregulated in both RZ and IZ, while *Col1a1* and *Ctgf* were significantly upregulated in the IZ. Gene expression was normalized to *Cdkn1b* and sham controls. Significance was tested using an unpaired two-tailed *t*-test with Bonferroni correction. For some genes, IZ data is missing due to low RNA yield. For all gene expression analyses, data are plotted as 2^−ΔΔCt^ (geometric mean ± 95% CI; *, **, ***, ****; *P* < 0.05, 0.01, 0.001, 0.0001).

We aimed to investigate the expression of their respective receptors in the heart, which were according to the *CellChat* database CCKAR*,* PTPRS*,* TGFBR2 and GPR37. Based on the basal gene expression in our RNA sequencing data of sham hearts, we chose to investigate the interactions between *Gdf15*-*Tgfbr2* and *Slitrk6*-*Ptprs*, as the other two receptors showed only minimal expression. This is consistent with the publicly available human single-cell dataset from Kuppe et al.,^22^ in which *CCKAR* was not detected and *GPR37* showed only minimal expression in all cardiac cells. In contrast, *TGFBR2* and *PTPRS* were highly expressed across multiple cardiac cell types (Supplementary Fig. 3B).

We quantified the gene expression of these two receptors in the corresponding hearts of the mice from which the kidneys were used for RNA sequencing. The gene expression analysis of *Tgfbr2* and *Ptprs* was significantly increased in the IZ 28d post-MI compared to sham. Additionally, gene expression analysis confirmed that *Gdf15* was significantly elevated in the kidney 28d post-MI (Fig. 4B) validating the RNA sequencing data. To test this interaction in vitro, we used recombinant human GDF-15 to treat human cardiac fibroblasts derived from endomyocardial biopsies as previously described.^16^ As shown in Fig. 4C, pro-fibrotic genes were upregulated in cardiac fibroblasts after stimulation with GDF-15, which in turn might contribute to the aggravation of cardiac dysfunction following an initially cardiac-induced renal damage. In line with this, in mice, *Tgf-β* was significantly elevated in the RZ and IZ, and *Col1a1* and *Ctgf* were strongly elevated in the IZ 28d post-MI (Fig. 4D).

## Discussion

Signalling programs and circulating biomolecules mutually aggravate heart and kidney dysfunction. Here, we aimed to infer interorgan signalling between heart and kidneys after MI in mice based on RNA sequencing to identify secreted biomolecules driving CRS. Our salient findings are: (1) Only minor changes in gene expression were detected in the kidney during the acute phase 5d post-MI, however several genes inferred to target kidney receptors were highly upregulated in the IZ, with *Postn* and *Spp1* being the most probable ligands. (2) During the chronic phase 28d post-MI, the kidney showed increased fibrosis compared to sham kidneys and a higher number of DEGs than at 5d post-MI, these DEGs indicate an altered lipid metabolism. (3) Based on upregulated DEGs in kidney at 28d post-MI, we inferred two kidney-to-heart interactions: *Slitrk6*-*Ptprs* and *Gdf15*-*Tgfbr2.* We experimentally investigated the latter in vitro, demonstrating that GDF-15 stimulation is leading to increased pro-fibrotic gene expression in human cardiac fibroblasts.

First, we investigated alterations in gene expression 5d post-MI in heart and kidney using RNA sequencing. While more than 11,000 DEGs were detected in the IZ of the heart, in kidney interestingly, only 18 genes were significantly dysregulated, suggesting that DAMPs released early after MI have a limited impact on the kidney at 5d post-MI. Among the ten upregulated genes, five were hemoglobin-related, indicating a potential response to hypoxia or erythrocyte infiltration. This was further supported by significantly enriched GO terms such as “hydrogen peroxide catabolic process.” Additionally, *Ccn1* was downregulated 5d post-MI. As a well-known stress-responsive matricellular protein, *Ccn1* has been implicated in oxidative stress modulation, tissue remodelling, and apoptosis.^23^ Its expression is known to increase under hypoxic conditions and has been shown to induce reactive oxygen species (ROS) production.^24–26^ However, in our dataset, *Ccn1* expression was significantly reduced in kidney suggesting that post-MI stress responses in the kidney may differ from those observed in other models. The downregulation of *Ccn1* could indicate an alternative adaptive mechanism, possibly reducing oxidative stress or modulating extracellular matrix remodelling in a different manner. While CCN1 has been reported to be upregulated in kidney early after renal ischemia–reperfusion injury,^27^ in our dataset its downregulation after ischemic injury of the heart suggests that the kidney’s response to post-MI stress may follow a distinct regulatory pattern.

Based on our RNA sequencing data from heart and kidney, we aimed to infer potential interorgan interactions using *CellChat*. Since the highest number of interactions were inferred from or to the IZ, we concluded that the inferred interactions were primarily driven by upregulated ligands and receptors in the injured heart, while both organs act as senders as well as receivers. As a result of the infarction, more than 5000 genes were upregulated in cardiac tissue, with *Postn* and *Spp1* (or the coding protein OPN) emerging as key mediators of heart-to-kidney signalling. Both genes are known to be strongly upregulated following MI,^28–30^ which is in line with our data, in which *Postn* and *Spp1* were significantly upregulated in both the IZ and RZ 5d post-MI. In the kidney, *SPP1*/OPN is participating in various pathological processes and has been linked to increased fibrosis in certain forms of renal injury.^31^ Notably, baseline OPN plasma levels in patients with acute kidney injury were significantly higher compared to controls.^32^ Moreover, elevated OPN plasma levels correlate with multivessel coronary artery disease, progressive renal dysfunction, and an increased risk of adverse cardiovascular events in patients with CKD.^32,33^ Steinbrenner et al. demonstrated in the large German Chronic Kidney Disease cohort that higher OPN plasma concentrations are strongly associated with lower eGFR and higher albuminuria, and, similarly, in a cohort of CKD patients with acute HF, OPN was shown to be independently associated with worsening renal function.^34,35^ Similarly, POSTN has been identified as a player in renal tissue remodelling, contributing to both inflammation and fibrosis.^36^ Blocking POSTN prevented inflammation in an acute kidney injury mouse model, while its overexpression in the collecting duct promoted cyst growth and fibrosis, accelerating renal function decline.^37,38^ Conversely, *Postn* knockout in mice reduced fibrosis and preserved renal function, highlighting its potential as a therapeutic target in CKD.^39^.

Given that both POSTN and *SPP1*/OPN are potent drivers of fibrosis, we investigated renal fibrosis 28d post-MI and found a significant increase. Previous studies have demonstrated that MI can induce renal fibrosis, with a concurrent decline in glomerular filtration rate as early as three days post-MI.^40^ This functional impairment was further reflected by elevated serum creatinine and blood urea nitrogen levels, indicating progressive renal dysfunction.^40^ Nevertheless, POSTN and *SPP1*/OPN are pleiotropic molecules with known systemic actions affecting multiple organs and therefore inferred signalling axis is probably not restricted to the heart-kidney interaction.

The subsequent RNA sequencing of kidneys 28d post-MI revealed more DEGs compared to 5d post-MI, indicating a long-term influence on kidney after MI. GO term analysis highlighted profound alterations in renal lipid metabolism at 28 days, particularly within the terms “lipid catabolic process” and “lipid oxidation,” consistent with a metabolic adaptation to persistent ischemia and energy stress. 

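Expression of Lipe (ENSMUSG00000003123, chromosome 7, 25379527 to 25398710, overlapped on the opposite strand by 4732471J01Rik) was 49.7 ± 15.6 CPM (SD, n = 8) in sham kidneys and 23.4 ± 2.99 CPM (SD, n = 6) at 28d post-MI. The log2 fold change was −1.08 (standard error 0.29, adjusted p = 0.246 from edgeR). All 6 kidneys at 28d post-MI were below the sham mean, and 3 of 6 were below every sham kidney. Fitted by DESeq2 to sham and 28d kidneys alone, the adjusted p-value of Lipe was 2.93e-05, the only alternative of 13 under 0.05, and the highest was 0.337. Its log2 fold change in fits without a kidney stayed between −1.19 and −0.98. A list of 8 adipocyte genes that does not hold Lipe also fell, with a median log2 fold change of −0.87 (adjusted p = 8.28e-06 from limma's camera test, 0.194 from its fry test). With the adipocyte score, the mean log2 CPM of these and 2 listed genes below the count filter, as a covariate in edgeR, the log2 fold change of Lipe was −0.54.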

The most downregulated gene was *Lipe*, encoding hormone-sensitive lipase, a key enzyme in intracellular lipolysis. Similarly, *Pnpla2*, encoding adipose triglyceride lipase (ATGL), was downregulated, and all other annotated DEGs in the term “lipid catabolic process” showed reduced expression. This pattern suggests a suppression of intracellular lipolysis, resulting in decreased availability of free fatty acids for beta-oxidation in mitochondria. Such a mechanism aligns with lipid accumulation observed in renal cells in both experimental and human studies.^41,42^ 

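Pnpla2 (ENSMUSG00000025509, chromosome 7, 141455198 to 141460743) had 148 ± 32.9 CPM (SD, n = 8) in sham kidneys and 101 ± 11.3 CPM (SD, n = 6) at 28d post-MI. The log2 fold change was −0.55 (standard error 0.15, adjusted p = 0.259 from edgeR and 0.0313 from DESeq2 on the same kidneys). Over all alternatives the adjusted p-value of Pnpla2 ranged from 0.0101 to 0.346. All 6 kidneys at 28d post-MI were below the sham mean, and 1 of 6 was below every sham kidney. Leaving out sham replicate 8, which had the lowest adipocyte score of the sham kidneys (mean log2 CPM of 3.75), the adjusted p-value in edgeR was 0.0386. With the adipocyte score as a covariate, the log2 fold change of Pnpla2 was −0.30. From the lower expression of these lipases, the paper proposes a suppression of intracellular lipolysis that leaves less fatty acid for beta-oxidation.

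**Figure D4:**
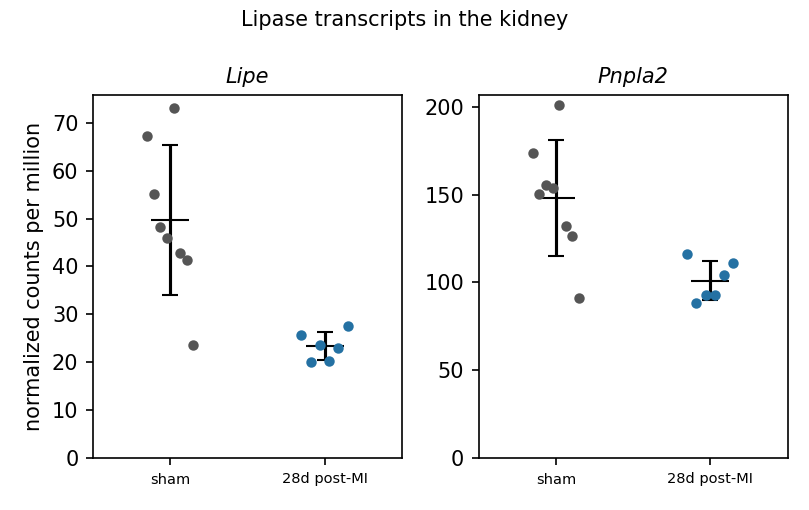
Normalized counts (CPM) of Lipe and Pnpla2 in each sham kidney and each kidney at 28d post-MI (points), with the mean and SD of each group (bars). The means are 49.7 and 23.4 CPM for Lipe and 148 and 101 CPM for Pnpla2, and the groups overlap for both genes.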

Consistently, genes linked to the GO term “lipid oxidation” were also predominantly downregulated, indicating reduced fatty-acid β-oxidation, a metabolic signature that has been described in mouse and human fibrotic kidneys.^41^ There are only a few studies suggesting that *Spp1*/OPN and POSTN signalling may be involved in lipid metabolic processes in the kidney.^43–45^ In mouse models of genetic kidney disease, OPN-deficiency markedly reduced lipid accumulation in renal tubules compared with diseased wildtype controls.^44^ Similarly, APOE^−/−^OPN^−/−^ double-knockout mice showed less renal lipid deposition than wildtype mice, indicating that OPN might promote lipid retention under pathological conditions.^45^ In addition, *Postn*-deficient aged mice displayed decreased renal lipid accumulation compared to age-matched wildtype controls.^43^.

It is well established that renal dysfunction is associated with changes in lipid metabolism, which, in turn, may contribute to cardiovascular complications, suggesting a potential feedback loop between heart and kidney dysfunction.^46–49^ However, while metabolic alterations in the kidney following MI or in the context of HF are known to occur, their exact mechanisms and implications remain poorly understood. At least in part, they might be induced by systemic activation of the renin–angiotensin–aldosterone system (RAAS), which occurs in response to reduced cardiac output and renal perfusion.^50^ Elevated levels of angiotensin II and aldosterone promote vasoconstriction, inflammation, and fibroblast activation, thereby contributing to interstitial fibrosis in the kidney after MI.^50^ Such mechanisms may amplify the adverse feedback loop between cardiac injury and renal dysfunction. These observations may also have therapeutic implications, as pharmacological inhibition of the RAAS or mineralocorticoid receptor blockade has been shown to attenuate cardiac and renal fibrosis in experimental and clinical settings.^50,51^ Such interventions might therefore represent potential strategies to mitigate the maladaptive cardio–renal signalling observed after MI.

Overall, the renal response following MI is likely influenced by a combination of hemodynamic and humoral factors. While reduced cardiac output and renal perfusion can induce hypoxic and fibrotic signalling, circulating stress mediators released from the injured myocardium may further modulate renal transcriptional programs. As our analysis is based solely on transcriptomic data, these mechanisms cannot be disentangled, and additional physiological and proteomic measurements will be necessary to establish causal links.

After 28d post-MI, we aimed to generate hypotheses on interorgan signalling from the kidney to the heart and identified four upregulated genes that were classified as ligands in the *CellChat* database. Of the four upregulated inferred ligands, GDF-15 is known to play a significant role in heart failure, particularly in the context of CKD were it was shown that GDF-15 is associated with adverse outcome.^52^ In the CANVAS trial, each doubling of baseline GDF-15 plasma levels was linked to a higher risk of cardiovascular events, HF, and kidney complications.^53^ In our study, *Gdf15* is significantly upregulated in the kidney 28d post-MI. In addition, we found that the receptor *Tgfbr2* is expressed in the heart 28d post-MI, with significant upregulation in the IZ. 

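In normalized counts, Gdf15 was at 20.3 ± 6.22 CPM (SD, n = 8) in sham kidneys and 35.0 ± 9.97 CPM (SD, n = 6) at 28d post-MI. The highest kidney, 28d replicate 4, lay apart from the others, and without it the deposited tpm value was 1.49 times the sham mean. With each kidney left out in turn, the log2 fold change of Gdf15 stayed between 0.62 and 0.92, with adjusted p-values from 0.0794 to 0.367 in edgeR.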

In line with this, we confirmed in vitro that GDF-15 treatment increased the expression of fibrosis-related genes in human cardiac fibroblasts. Supporting this observation, several studies have demonstrated pro-fibrotic actions of GDF-15. Here, GDF-15 stimulation induced pro-fibrotic gene expression and myoblast transformation in two different fibroblast cell lines.^54,55^ Additionally, overexpression of GDF-15 in rat cardiac fibroblasts increased expression of fibrosis markers.^56^ Several studies have highlighted the association between GDF-15 and cardiac fibrosis in the context of both HF and MI.^57–59^ In a recently published large cohort study of adults presenting to the emergency department with suspected MI, circulating GDF-15 levels were independently associated with subsequent 30-day and 90-day all-cause mortality or recurrent acute MI.^60^ Lok and colleagues measured circulating GDF-15 levels before and after LVAD implantation and prior to heart transplantation or explantation. The results indicated that circulating GDF-15 was significantly correlated with kidney function and the severity of myocardial fibrosis, although gene and protein expression of GDF-15 were barely detectable in the myocardium.^58^ This suggests that GDF-15 originates from another source. Furthermore, Wang et al. demonstrated that both focal and diffuse fibrosis were associated with GDF-15 levels in HF patients.^57^ Given the pleiotropic nature and broad involvement in diverse pathophysiological pathways – including inflammation, metabolic stress, and tissue injury – we do not consider GDF-15 to represent a unique or organ-specific signalling axis between the heart and kidney. Rather, its upregulation likely reflects a systemic stress response that may contribute to, but is not exclusive to, the cardiorenal context. Moreover, our study is limited to transcriptomic analyses and proposes candidate molecules, such as GDF-15, whose circulating levels and functional relevance should be investigated in future studies on cardiorenal syndrome.

## Conclusion

The interplay between heart and kidney following MI reveals a complex pathophysiological relationship that significantly impacts both cardiac and renal function. As myocardial injury accelerates kidney dysfunction, heart-kidney crosstalk contributes to the development of CRS, further complicating patient outcomes. Conversely, renal dysfunction can exacerbate cardiovascular diseases, highlighting the bidirectional nature of the relationship between these two organs. Investigating the molecular mechanisms of this crosstalk may open new avenues for improving treatment strategies and patient prognosis.

Here, we conducted an exploratory, bioinformatic-based analysis of heart-kidney interorgan crosstalk after MI in mice. The data suggest that MI does not have major effects on the kidney in the acute setting, but rather induces long-term changes associated with chronic HF, indicative of CRS type 2 mimicking the clinical course of post-MI patients. Our findings propose factors that may mediate the development of CRS after MI. These are promising candidates for further in-depth mechanistic and clinical investigations of CRS exacerbation, especially after a primary cardiac event. We acknowledge that transcriptome-based inference of ligand–receptor communication provides an integrative but indirect view of interorgan signalling. While this approach highlights potential molecular candidates, confirmation at the protein and functional level in future studies will be essential to establish causality.

## Limitations

Permanent LAD ligation represents a non-reperfused model of human myocardial infarction. However, this approach enables the formation of a large, clearly demarcated infarct scar in every animal, ensuring reproducible sampling of macroscopically homogeneous tissue across biological replicates. This consistency allowed us to focus on robust transcriptional remodelling within the infarcted myocardium, while recognizing that the model does not capture the reperfusion and regional heterogeneity typical of clinical MI. While our transcriptomic data of the kidney might capture the sustained remodelling process associated with chronic HF, future studies in reperfused models will be important to validate our data under more clinically relevant MI conditions.

Because cardiac RNA sequencing data at 28d post-MI were unavailable, we could not perform a full bidirectional *CellChat* analysis at this later stage. Moreover, our proposed ligand–receptor interactions are based solely on transcriptomic inference and therefore provide an indirect perspective on interorgan communication. Experimental validation at the protein and functional level will be required to substantiate these proposed molecular interactions.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

## Data Availability

The datasets generated and analysed during the current study are available at GEO repository under the accession numbers (GSE307265 and GSE307268).

# Supplementary material for: Systems biology approach uncovers candidates for kidney-heart interorgan crosstalk after myocardial infarction
**Source:** Sci Rep. 2025 Dec 5;15:43267. doi: 10.1038/s41598-025-30712-z
**Supplement:** Supplementary file 7 — Supplementary Information 7.

a

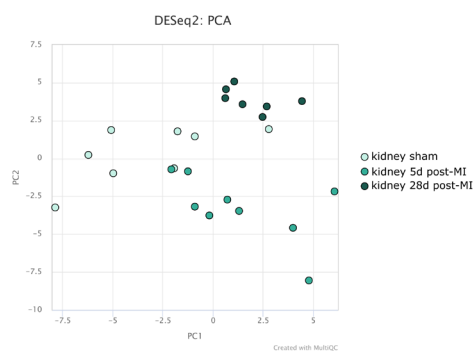

b

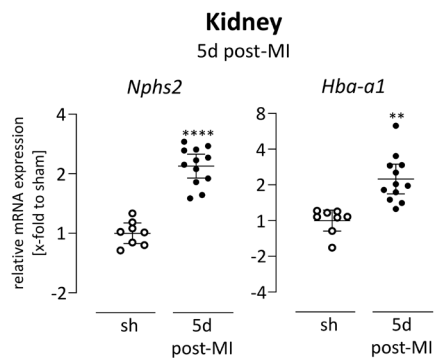

### Supplementary Figure 1: Validation of RNA sequencing results in the kidney 5d post-MI

a: Principal component analysis (PCA) of variance-stabilized DESeq2 counts, visualized through MultiQC (v1.16).  
 b: Gene expression of *Nphs2* and *Hba-a1* was measured in the kidney 5d post-MI. Gene expression was normalized to *Cdkn1b* and sham controls. Gene expression data are plotted as  $2^{-\Delta\Delta Ct}$  (geometric mean  $\pm$  95% CI, unpaired two-tailed t-test with Bonferroni correction.; \*\*, \*\*\*\*;  $P < 0.01$ , 0.0001).

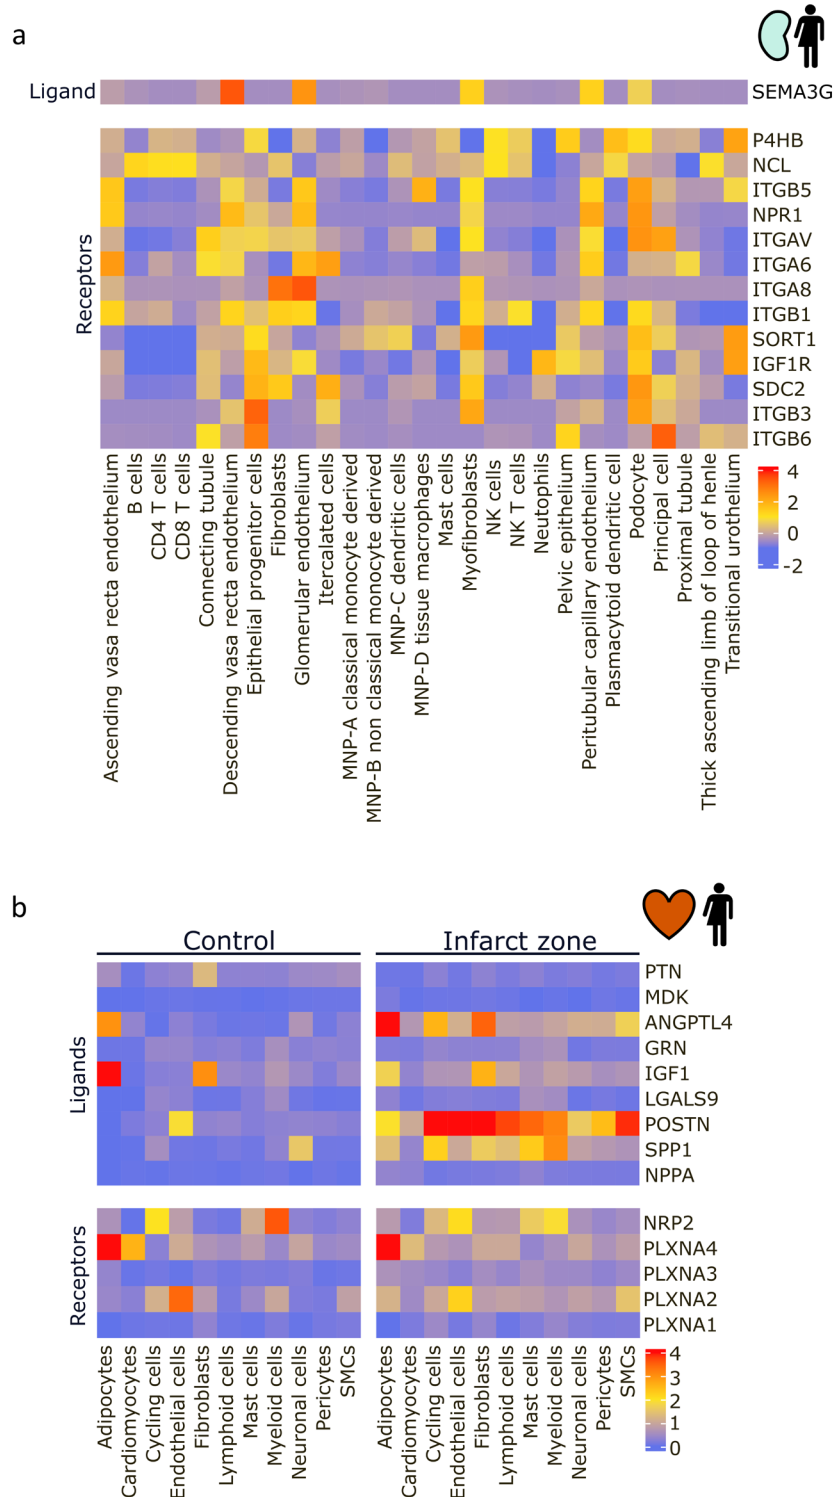

**Supplementary Figure 2: Cell type-specific expression in human kidney and heart single-cell datasets of inferred ligands and receptors 5d post-MI in mice.**

a: Expression of ligand and receptors inferred from 5d post-MI mouse data (Fig. 2) in publicly available human kidney single-cell RNA-sequencing dataset published by Stewart et al<sup>1</sup>

b: Expression of ligand and receptors inferred from 5d post-MI mouse data (Fig. 2) in publicly available human cardiac single-cell RNA-sequencing dataset including control and myocardial infarction samples published by Kuppe et al<sup>2</sup>

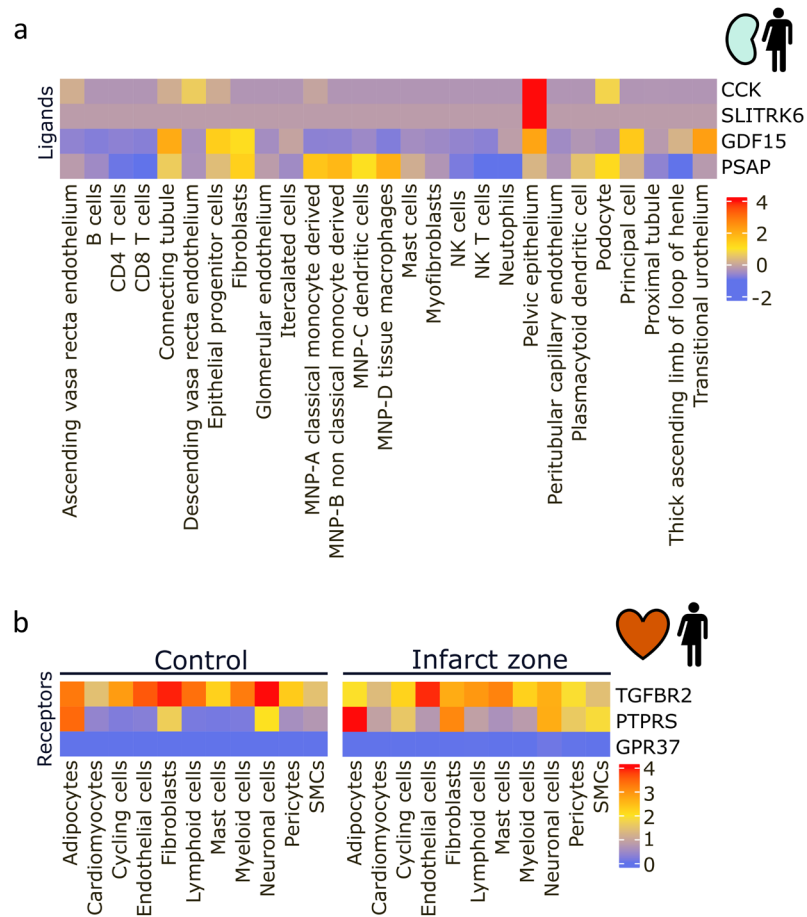

**Supplementary Figure 3: Cell type-specific expression in human kidney and heart single-cell datasets of inferred ligands and receptors 28d post-MI in mice.**

a: Expression of ligands inferred from 28d post-MI mouse data (Fig. 4) in publicly available human kidney single-cell RNA-sequencing dataset published by Stewart et al<sup>1</sup>

b: Expression of receptors inferred from the 28d post-MI mouse data (Fig. 4) in publicly available human cardiac single-cell RNA-sequencing dataset including control and myocardial infarction samples published by Kuppe et al<sup>2</sup>

## References

- 1        Stewart, B. J. *et al.* Spatiotemporal immune zonation of the human kidney. *Science* **365**, 1461-1466, doi:10.1126/science.aat5031 (2019).
- 2        Kuppe, C. *et al.* Spatial multi-omic map of human myocardial infarction. *Nature* **608**, 766-777, doi:10.1038/s41586-022-05060-x (2022).

How the deposited data were processed for this re-analysis (not part of the article)

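Kidney RNA of 24 mice is listed in the sample labels, 8 sham-operated mice, 9 mice at 5d post-MI and 7 mice at 28d post-MI, which are also the numbers the paper gives. The libraries were made by MACE, a method that reads the 3′ ends of mRNA and carries unique molecular identifiers. The authors state that they trimmed the reads with Cutadapt, mapped them to the mouse genome (mm10) and quantified transcripts with HTSeq. The paper's text does not name the aligner, the annotation or the strand setting. The deposited table holds the authors' whole-number counts of 56941 genes in each kidney, without normalization. It also holds values that the authors name tpm. These deposited tpm values are CPM that the authors made by scaling the counts to each kidney's own total, within 5e-06 as deposited, and they were not divided by gene length.

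Of the 48 columns of values in the table, 44 were used. The other 4 columns, a pair of count columns and the matching pair of tpm columns, belong to kidneys whose columns share a name, so that they could not be assigned to a sample. One of these kidneys is from the 5d post-MI group and the other from the 28d post-MI group. The comparisons therefore rest on 22 kidneys, 8 sham, 8 at 5d post-MI and 6 at 28d post-MI, and not on the 24 kidneys for which they were designed. The sham kidneys were collected 5d after surgery and served as controls for both times. No kidney differed from another of its group by so little that it could be the same library counted again: over the 71 pairs of kidneys within groups, chi-squared per degree of freedom was between 1.69 and 7.21.

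Total counts per kidney were between 2280618 and 3786275, with medians of 3206756 in sham kidneys, 3057828 at 5d post-MI and 2644574 at 28d post-MI. A gene with 0 counts in a kidney could have up to 3 counts, and this limit covers counting error only.

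The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with its minimum of 10 counts, which left 12780 of the 30116 genes with a count. Counts were normalized by TMM and fitted by edgeR's robust quasi-likelihood model with the 3 groups and no covariate. The following 3 contrasts were tested by its F test, two-sided, 5d post-MI against sham, 28d post-MI against sham, and 28d against 5d post-MI, and the last is also the test of whether a gene's change differs between the times. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors are the log2 fold change divided by the square root of F. The median log2 fold change of all tested genes was 0.00018, −0.0012 and −0.0046 in the contrasts in this order. In simulated counts of 12780 genes with the same group sizes, 200 genes were changed by a log2 of 1, of which edgeR called 180, along with 4 unchanged genes. DESeq2 called 179 of them and 6 unchanged genes, and limma's voom 179 and 4. Gene symbols were taken from the paper's supplementary tables and from GENCODE M21, which holds 51948 of the 56941 identifiers. The other 4993 identifiers come from a newer annotation.

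Named genes are those that the paper names for RNA sequencing of the kidney, those called in both of the paper's supplementary tables of kidney comparisons, the 3 called genes with the lowest p-value in each direction of each contrast, and members of reported gene lists, and some of them are not reported here. This rule, the gene lists, the contrasts and their tests, and the alternatives, except for those named below as chosen later, were set before the data were examined. The permutation tests of list means and of single genes against a list, the share of the lipases assigned to adipocyte and brown adipocyte genes and the correlations across kidneys were added after the first results had been seen.

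Lists of marker genes were tested by limma's camera with an inter-gene correlation of 0.01, adjusted over 48 tests of a list in a contrast, and by fry and camera with an estimated correlation beside it. They cover haemoglobin, other red blood cell (erythroid), podocyte, medulla, proximal tubule, immediate early, adipocyte, brown adipocyte, urothelium, plasma cell, circadian, fasting (PPAR), heat shock, fibrosis, tubular injury and integrated stress genes. Lists of glomerular endothelium and of neutrophils and platelets had fewer than 2 genes among those tested and gave no result. In simulated counts, camera and fry each found 20 of 20 lists shifted by a log2 of 0.5 and 1 of 20 unshifted lists. These were lists of random genes, simulated independently of each other. The simulation therefore cannot show how often camera errs on lists of genes that vary together, such as those of a cell type. Single values (the distance on principal components, the tpm values of ligands, and the mean log2 CPM of a list with a prior count of 2, its score) were compared by exact permutation over all splits of the kidneys, 12870 for 8 against 8 and 3003 for 6 against 8. The score of a list is taken over all its genes found in the table, those below the count filter included, except where the genes past the filter are named. Correlations across kidneys were computed after subtracting group means, with 100000 permutations within groups, and adjusted over the 11 relations.

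The alternatives were DESeq2 with its Wald test on all kidneys (the paper's tool) and on the groups compared alone, DESeq2's size factors in edgeR, edgeR on the groups compared alone, no filter on low counts, a mean of at least 10 counts, a fit without robust estimation, limma's voom with quality weights, the replicate number as a block, haemoglobin genes left out of the library size, the adipocyte or the erythroid score as covariate, and leaving out each kidney in turn. For the principal components, all genes, 100 genes, log2 CPM, or no haemoglobin genes were used. For the ligands, a pseudocount of 0.1 in place of 1, TMM-normalized CPM, medians, and a mean tpm of at least 1 were used. For the lists, fry, an estimated correlation and DESeq2's size factors were used. The alternative with the kidneys of the replicate block fitted without it, and the principal components without genes that follow fat or steroid synthesis genes within groups, were chosen after seeing the data. The heart data, the cell culture experiments and the human single-cell data of the paper were not analysed here. Its GO enrichment was not analysed here.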

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

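The permutation tests of list means, the clock phase score, the sum of plasma cell genes and all correlations across kidneys were chosen as tests only after the results they bear on had been seen.

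Of 93 groups of kidneys, each of a named gene in a group, 10 (10.8%) held a kidney far from the others, where chance gives about 1 in 20. They are not independent, since 5 are the haemoglobin genes in the same kidney. Sham replicate 4 was the lowest sham kidney, with a log2 CPM of 3.55 for Hba-ps3, 7.76 for Hbb-bt, 9.06 for Hba-a2, 9.19 for Hba-a1 and 9.76 for Hbb-bs. It also had the lowest erythroid score of the sham kidneys, 2.13. In Hbb-bt, 28d replicate 2 was high, with a log2 CPM of 9.28, and its erythroid score of 2.31 was the highest at 28d post-MI. A candidate explanation for these 6 cases is the amount of blood left in the tissue, which is weighed with the haemoglobin genes below (adjusted p = 1.17e-06 for the erythroid list at 5d post-MI). The other cases were sham replicate 1, low in Cck with a log2 CPM of 5.90, 28d replicate 4, high in Gdf15 with 5.79, and sham replicate 6 and 5d replicate 9, high in Atf4 with 7.22 and 7.24. Each touches a single named gene, and no explanation was tested for them. Without sham replicate 1, Cck at 28d post-MI kept its place above the sham kidneys, since leaving out any kidney kept its tpm value between 1.45 and 1.59 times the sham mean.

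The haemoglobin genes changed differently at the 2 times. The change at 28d minus that at 5d post-MI, on the log2 scale, was −1.72 for Hba-ps3, −1.88 for Hbb-bt, −1.80 for Hba-a2, −1.78 for Hba-a1 and −1.75 for Hbb-bs (adjusted p from 0.00375 to 0.0106 in edgeR, lower in 6 of 6 kidneys at 28d post-MI than the 5d mean). The erythroid list, which the paper does not analyse, was higher at 5d post-MI by 0.334 in its mean log2 CPM, in 8 of 8 kidneys (exact permutation p = 0.00031, 0.0046 adjusted over 42 such tests), and by 0.371 over its 7 genes past the count filter (exact permutation p = 0.00016, adjusted 0.0034). Depth did not differ detectably between 5d post-MI and sham kidneys (exact permutation p = 0.62), and leaving the haemoglobin genes out of the library size left the number of DEGs at 9. An explanation by more red blood cells in the tissue needs their other transcripts to rise, and they did, in a set test that could have come out otherwise (camera, adjusted p = 1.17e-06, fry 0.0123). Of the 15 erythroid genes found in the table, 7 were expressed in these kidneys above the count filter, and all 7 rose, by log2 fold changes between 0.006 and 1.34. Adjusted over the list alone, 4 of them had an adjusted p under 0.05, and 0 over all genes tested. The most abundant, Fech, which is not confined to red blood cells, was at 100 CPM in sham kidneys and 104 CPM at 5d post-MI. Within groups, the mean of the haemoglobin genes followed the erythroid score (n = 22, r = 0.725, permutation p = 0.00087, adjusted 0.0022; rho = 0.548, permutation p = 0.016, adjusted 0.029; r = 0.579 without the 2 farthest kidneys). Within sham kidneys alone the relation rested on the 2 farthest kidneys (r = 0.671, exact permutation p = 0.061; r = −0.0669 without them). Whether more blood remained in the kidneys for a technical reason, such as the way they were collected, or because MI changed their blood content or the red blood cells themselves, was not tested.

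Immediate early genes, which the paper does not analyse, were lower at 5d post-MI by 1.07 on the log2 scale (a difference of −1.07 in their mean log2 CPM, in 8 of 8 kidneys, exact permutation p = 0.00078), and by 1.21 over the 9 genes past the count filter (a difference of −1.21, exact permutation p = 0.00062). These genes respond within minutes to handling of tissue, so that a response to tissue collection that differs between the groups may lower them. Of their 9 tested genes, 7 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested (1009 genes had an unadjusted p-value under 0.05), and the most abundant, Egr1, was at 317 CPM in sham kidneys and 97.4 CPM at 5d post-MI. The set test on this list, which holds no gene called in the paper's tables, gave an adjusted p of 2.83e-18 in camera and 0.0013 in fry. Ccn1, whose change at 28d minus that at 5d post-MI was 1.59 (adjusted p = 0.00186 in edgeR), followed the immediate early score from kidney to kidney within groups (n = 22, r = 0.721, permutation p = 0.001, adjusted 0.0022; rho = 0.741, permutation p = 0.00064, adjusted 0.0023; r = 0.702 without the 2 farthest kidneys). Within sham kidneys alone it did so too (r = 0.89, exact permutation p = 0.0012; rho = 0.81, exact permutation p = 0.022; r = 0.746 without the 2 farthest). These values go with a response to collection, but a response of the kidney to MI would look alike in the differences between groups and was not tested. H4c9, with a difference of 1.77 (adjusted p = 0.00155), followed the score less closely (n = 22, r = 0.556, permutation p = 0.012, adjusted 0.019; rho = 0.504, permutation p = 0.023, adjusted 0.036; r = 0.475 without the 2 farthest). Within sham kidneys alone this was not seen past 0.05 (r = 0.622, exact permutation p = 0.11, adjusted 0.17; rho = 0.524, exact permutation p = 0.2; r = 0.153 without the 2 farthest), so that a relation of H4c9 with the score stays open. For Gdf15, with a difference of 1.45 (adjusted p = 0.00342), the relation was weaker within groups (n = 22, r = 0.373, permutation p = 0.11, adjusted 0.13; rho = 0.342, permutation p = 0.13, adjusted 0.16; r = 0.429 without the 2 farthest). Within sham kidneys alone it had r = 0.52 (exact permutation p = 0.18, adjusted 0.25; r = 0.757 without the 2 farthest) and rho = 0.738 (exact permutation p = 0.046), so that a relation of Gdf15 with the score stays open.

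Atf4 and Brd2 differed between the times by 0.45 and 0.37 on the log2 scale (adjusted p = 0.00181 and 0.00237 in edgeR, higher in 6 of 6 kidneys at 28d post-MI than the 5d mean). Their mean did not follow the immediate early score within groups (n = 22, r = −0.0138, permutation p = 0.96, adjusted 0.96; rho = −0.141, permutation p = 0.55, adjusted 0.61; r = −0.0582 without the 2 farthest), which does not exclude a response to collection that differs between the groups only. The time of day at collection was weighed by a clock phase score (genes of the opposite phases of the circadian list), which differed by 0.44 between 28d post-MI and sham kidneys (exact permutation p = 0.47). The score varied more at 28d post-MI, with an SD of 1.39 against 0.886 in sham kidneys. In 28d replicates 2 and 3, Nr1d1 was at 2.51 and 4.47 CPM and Arntl at 8.59 and 11.8 CPM, while sham kidneys had 19.4 to 62.3 CPM of Nr1d1 and 0.555 to 7.79 CPM of Arntl. 28d replicate 7 (11.9 CPM) and 5d replicates 7, 8 and 9 (19.3, 18.2 and 7.03 CPM) also had less Nr1d1 than every sham kidney. Their Arntl was within the sham range. At 28d post-MI, Atf4 was highest in replicates 2, 3 and 7 (195, 204 and 199 CPM). Replicates 1, 4 and 6 had 138 to 159 CPM. Brd2 did not split these kidneys in this way (214, 198 and 225 CPM against 167 to 227 CPM). The mean of Atf4 and Brd2 had r = 0.431 with the clock phase score (n = 22, permutation p = 0.11, adjusted 0.13; rho = 0.433, permutation p = 0.053, adjusted 0.073; r = 0.401 without the 2 farthest). A shift in the time of day cannot be told apart from an effect of MI for these genes, because the labels give no time of collection and the kidneys at 28d post-MI differ in phase among themselves. Time after surgery and age differ between these groups as well and remain open.

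The immunoglobulin gene Igkc differed between the times by 1.78 on the log2 scale (adjusted p = 0.00886 in edgeR, higher in 6 of 6 kidneys at 28d post-MI than in every kidney at 5d post-MI). More antibody-producing cells in the tissue would raise the other immunoglobulin and plasma cell genes. Their sum was higher at 28d post-MI than in sham kidneys by 0.83 on the log2 scale, in 5 of 6 kidneys, when Ighm was left out (exact permutation p = 0.015, adjusted 0.042). With Ighm, which resting B cells also express, it was 0.306 (exact permutation p = 0.2). In CPM, the largest rises were in the light chain genes Iglc1 (2.69 to 6.39, with 1 kidney at 16.7) and Iglc2 (0.677 to 2.19). Ighg2b went from 0.723 to 1.3 CPM. Mzb1 had 0 counts in every kidney, and Tnfrsf17 (0.185 to 0.0623 CPM) and Ighg1 (0.366 to 0.119 CPM) were not higher. Counts this low cannot tell which cells carried the rise. Only 2 of the 12 listed genes passed the count filter, and the camera test of these gave an adjusted p of 0.963. Antibody-producing cells may have been more numerous, or may differ with age or housing, since sham kidneys were collected earlier after surgery. Igkc overlaps Gm30211 on the same strand, and reads shared with it were not tested.

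The comparison of 28d with 5d post-MI, which the paper does not report, gave 53 genes with an adjusted p-value under 0.05, 43 higher and 10 lower at 28d post-MI. Of 100 splits of the kidneys into groups of the same sizes, the real one included, only the real one, 1 of 100, gave as many, and the highest of the others gave 25. The number of DEGs at 5d post-MI was reached in 1 of 100 splits (highest of the others 4), and that at 28d post-MI also in 1 of 100 (highest of the others 2). A grouping by chance is thus an unlikely source of these numbers.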

How the results depend on the processing

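The direction of each of the 32 log2 fold changes of named genes was kept under all 13 alternatives and with each kidney left out. Of 415 values under the alternatives, 314 kept their side of an adjusted p of 0.05, 64 lost it and 37 passed it only there; of 704 values with a kidney left out, these were 558, 135 and 11. The numbers of DEGs moved far more. They were 9 at 5d post-MI, 3 at 28d post-MI, 53 between 28d and 5d post-MI and 0 at both times (222 genes had an unadjusted p-value under 0.05 at both times). The cause was not tested except where it is given.

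With DESeq2 on all kidneys, the numbers were 36 at 5d, 33 at 28d, 91 between the times and 3 at both (H4c9, Sema3g and Tkt), and the 9, 3 and 53 genes of edgeR were among them. With DESeq2 on the groups compared alone, they were 29, 70, 89 and 2. With edgeR on the groups compared alone, they were 2, 31, 26 and 1 (Sema3g). Without a filter on low counts, they were 80, 94, 160 and 14. Without robust estimation, they were 22 at 5d and 8 at 28d. With limma's voom, they were 5 and 5. With the adipocyte score as covariate, there was 1 gene at 5d and there were 5 at 28d. With the erythroid score as covariate, 0 genes were found at 5d, 6 at 28d and 1 between the times. The erythroid score itself differs between 5d post-MI and sham kidneys, so that this covariate takes up part of the difference between the groups by its construction.

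The numbers within 1.5 times those of the main settings were those with DESeq2's size factors (9, 3, 51 and 0), with a mean of at least 10 counts (9, 3, 50 and 0) and without haemoglobin genes in the library size (9, 3, 51 and 0). Between the times this also held without robust estimation (68), with voom (50), with the replicate block (68) and with the adipocyte score (72).

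The replicate numbers of the labels were tried as a block, for the 15 kidneys whose 5 numbers occur in every group. With the replicate block, 19 genes were found at 5d, 89 at 28d, 68 between the times and 9 at both. The same 15 kidneys without the block, an alternative chosen after seeing the data, gave 0, 6, 18 and 0. Kidneys with the same number did not resemble each other, with correlations between −0.127 and 0.0899 over 18 pairs (median 0.0174, against −0.00531 for other numbers). The numbers therefore gave no sign of pairing the mice.

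With each kidney left out in turn, between 1 and 38 genes were found at 5d, with 38 without 5d replicate 1 and 1 in each fit without sham replicate 2, 3, 5, 6 or 7, 5d replicate 2, 7 or 9, or 28d replicate 3, 4 or 6, and 18 of 22 fits were more than 1.5 times from 9. At 28d, between 0 and 29 were found, with 0 without 28d replicate 2 or 28d replicate 7 and 29 without sham replicate 8, and 13 of 22 fits were more than 1.5 times from 3. Between the times, the numbers ran from 41 to 84, with 84 without 5d replicate 1. At both times they ran from 0 to 2, with 2 without sham replicate 8. This kidney had the lowest adipocyte score of the sham kidneys (mean log2 CPM of 3.75, with Lipe at 23.6 and Ucp1 at 1.94 CPM), so that leaving it out raises the sham level of genes of fat cells.

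The distance between 5d post-MI and sham kidneys on the principal components kept an exact permutation p under 0.05 with all genes (9.95), 100 genes (5.87), log2 CPM (12.7) and no haemoglobin genes (6.18), also without genes that follow fat or steroid synthesis genes within groups (5.73, an alternative chosen after seeing the data), and stayed between 6.29 and 7.97 with a kidney left out. The tpm values of Cck, Slitrk6 and Gdf15 kept their side under every alternative, and with a kidney left out they ran from 1.45 to 1.59, from 1.95 to 2.42 and from 1.49 to 1.85 times the sham mean. Psap lost its p under 0.05 with medians (1.05, exact permutation p = 0.079) and without 28d replicate 7, within a range of 1.05 to 1.08 with a kidney left out.

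Of the 48 tests of a gene list in a contrast, 16 had an adjusted p under 0.05 in camera, 6 in fry and 6 in camera with an estimated correlation, and these 6 were among the 16. Camera's preset correlation is lower than that of genes of one cell type, which gives it smaller p-values by construction. With DESeq2's size factors the number was 16. The 6 are the haemoglobin, erythroid and immediate early lists, each at 5d post-MI and between the times. Depth limited Ubap1l, which had no more than 3 counts in any sham kidney, to a lower bound. Slitrk6 had too few counts for the filter of edgeR on sham and 28d kidneys alone and gave no value there, while DESeq2 on the same kidneys gave a log2 fold change of 1.17.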

Differences from the paper's values

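In edgeR, 9 genes had an adjusted p-value under 0.05 at 5d post-MI, against the paper's 18, and 2 of them were lower, against the paper's 8. Of the alternatives set before the data were examined, the total fell within 1.5 times the paper's without robust estimation (22, of which 11 lower) and with the replicate block (19, of which 15 lower). The replicate numbers gave no sign of pairing the mice, so values under this block, here and below, lend the paper's values no support. The number of lower genes fell within 1.5 times the paper's 8 only without robust estimation (11). DESeq2 gave 36 genes, 21 of them lower, on all kidneys and 29, 15 of them lower, on the groups compared alone, and the other alternatives also differed by more than 1.5 times.

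At 28d post-MI, 3 genes had an adjusted p-value under 0.05, against the paper's 86, with 3 higher, against the paper's 41, and 0 lower, against the paper's 45 (1109 genes had an unadjusted p-value under 0.05). The total was within 1.5 times the paper's with DESeq2 on the groups compared alone (70), without a filter on low counts (94) and with the replicate block (89). The number higher was so with DESeq2 on the groups compared alone (40) and without a filter (46), and the number lower with DESeq2 on the groups compared alone (30) and without a filter (48). None of the other alternatives set before the data were examined came within 1.5 times. With DESeq2 on all kidneys, the numbers were 33, of which 21 higher and 12 lower.

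The unadjusted p-value of Itgav at 5d post-MI was 0.00982, against the paper's 0.016. With DESeq2 on all kidneys it was 0.0126, within 1.5 times the paper's, and with DESeq2 on the groups compared alone it was 0.00748.

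The log2 fold changes of named genes differed by no more than their error from the paper's supplementary values in all 35 comparisons, and all 35 had the same sign. Several genes that the paper calls were not called in edgeR and were called under other settings. At 28d post-MI, DESeq2 on all kidneys called Cck (adjusted p = 0.000655), Slitrk6 (0.0491), Gdf15 (0.049), Pnpla2 (0.0313), Igkc (0.00404), Tkt (0.00968) and Ubap1l (0.00444), and DESeq2 on the groups compared alone called these and Lipe (2.93e-05). Cck and Igkc were also called by edgeR on these groups (0.0102 and 0.0209), without a filter (0.0172 and 0.02) and without robust estimation (0.0144 and 0.00677), and Igkc by voom (0.0163). Slitrk6 was called without a filter (0.0144). The replicate block, whose numbers gave no sign of pairing the mice, called Gdf15 (0.0429), Pnpla2 (0.0264), Igkc (0.0296) and Tkt (0.00668). Psap was called under none of the 13 settings, with adjusted p-values from 0.164 to 0.877.

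The paper states that no gene changed at both times. Its own supplementary tables list H4c9 at both, with opposite directions, a log2 fold change of −0.75 at 5d and 1.01 at 28d post-MI that are the paper's values. Here, DESeq2 called H4c9 at both times on all kidneys (adjusted p = 0.0493 and 0.00404) and on the groups compared alone (0.0193 and 0.00124). The replicate block in edgeR did so too (adjusted p = 0.0133 and 0.000129), but its numbers gave no sign of pairing the mice.

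In discussing genes of lipid metabolism, the paper names Lipe as the gene that fell most at 28d post-MI. Among all genes its supplementary table calls lower, Lipe has the smallest adjusted p-value, the paper's 2.66e-06, and ranks 18th by log2 fold change, with the paper's value of −1.17, and larger falls are listed for Gm11344 (−3.92 in the paper), Kcnk3 (−3.08 in the paper), Otop1 (−2.50 in the paper) and Clstn3 (−2.42 in the paper). The log2 fold change of Lipe was −1.08 here, and the mean log2 CPM of Kcnk3, Otop1, Clstn3 and Cox8b fell by 1.76.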

Other observations

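The tests of the whole fall of Lipe and of Pnpla2, of Kcnk3, Otop1, Clstn3 and Cox8b, of Sema3g against the podocyte genes, and of Cck and Slitrk6 against the urothelium, and the correlations and permutation tests of list means, were chosen only after the results had been seen.

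Lipid genes that fell at 28d post-MI are abundant in fat cells, and a candidate explanation is less adipose tissue on the kidneys taken 28d post-MI. Its test was a list of 10 adipocyte genes that the paper does not call, of which 8 passed the count filter. No gene was held by more than 1 list. The most abundant adipocyte gene, Cfd, was at 307 CPM in sham kidneys, 254 CPM at 5d and 154 CPM at 28d post-MI. All 8 were lower at 28d post-MI, with a median log2 fold change of −0.87 (adjusted p = 8.28e-06 in camera, 0.194 in fry), and lower at 5d post-MI too (median −0.52, adjusted p = 0.00012 in camera, 0.213 in fry). The brown adipocyte list fell at 28d post-MI (median −0.33, adjusted p = 0.0163 in camera, 0.0815 in fry). As the mean log2 CPM of all 10 listed genes (the adipocyte score), the adipocyte genes fell at 28d post-MI by 0.808, in 5 of 6 kidneys (exact permutation p = 0.032, 0.075 adjusted over 42 tests). By this measure the fall was not particular to 28d, since the difference at 5d post-MI was −0.777, in 6 of 8 kidneys (exact permutation p = 0.089, adjusted 0.16), and that between the times was −0.0317 (exact permutation p = 0.94). Over the 8 genes past the filter the differences were −0.905 at 28d post-MI, in 6 of 6 kidneys (exact permutation p = 0.026, adjusted 0.061), and −0.798 at 5d post-MI, in 5 of 8 (exact permutation p = 0.1, adjusted 0.18). Summed, all 10 genes made up 883 ± 399 CPM (SD, n = 8) in sham kidneys, 628 ± 354 CPM (SD, n = 8) at 5d and 456 ± 193 CPM (SD, n = 6) at 28d post-MI. Kidneys within a group differed widely: Ucp1, a gene of brown fat, ran from 1.94 to 153 CPM among sham kidneys.

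From kidney to kidney within groups, Lipe followed the adipocyte score (n = 22, r = 0.908, permutation p = 1e-05, the smallest these permutations can give, adjusted 5.5e-05; rho = 0.901, permutation p = 1e-05, adjusted 0.00011; r = 0.847 without the 2 farthest kidneys). It also did within sham kidneys alone (r = 0.944, exact permutation p = 0.00047; rho = 0.929, exact permutation p = 0.0022; r = 0.795 without the 2 farthest). Pnpla2 did so within groups (n = 22, r = 0.816, permutation p = 1e-05, adjusted 5.5e-05; rho = 0.791, permutation p = 3e-05, adjusted 0.00016; r = 0.708 without the 2 farthest). Ucp1 did so less closely (n = 22, r = 0.654, permutation p = 0.0038, adjusted 0.007; rho = 0.569, permutation p = 0.012, adjusted 0.026; r = 0.442 without the 2 farthest). The mean of Kcnk3, Otop1, Clstn3 and Cox8b, which are among the largest falls of the paper's table, had r = 0.772 (n = 22, permutation p = 0.00029, adjusted 0.0011; rho = 0.718, permutation p = 0.00097, adjusted 0.0027; r = 0.602 without the 2 farthest). These 11 relations were adjusted together. The slope within groups assigns 55.4% of the fall of Lipe at 28d post-MI and 59.0% of that of Pnpla2 to the adipocyte genes. What was left, −11.7 CPM for Lipe and −19.3 CPM for Pnpla2, still differed from sham kidneys (exact permutation p = 0.0013 and p = 0.033), in a test that covers these adipocyte genes only. The brown adipocyte genes fell as well by their mean log2 CPM, with a difference of −0.71 over all 6 listed genes in 6 of 6 kidneys (exact permutation p = 0.017, adjusted 0.045) and of −0.913 over the 3 past the filter (exact permutation p = 0.02, adjusted 0.052). With their sum as a further term in the slope, 60.4% and 57.7% were assigned, and −10.4 CPM for Lipe and −19.9 CPM for Pnpla2 were left (exact permutation p = 0.0023 and p = 0.03). The remainders cannot decide whether adipose tissue was the whole cause of either fall. They hold only as far as a straight line does, and noise in these genes may have lowered the slope. The adipocyte list also leaves out genes that the paper calls. At 28d post-MI, the mean log2 CPM of Kcnk3, Otop1, Clstn3 and Cox8b differed by −1.76 and the log2 CPM of Ucp1 by −2.4. Both falls were larger than that of the adipocyte score (−0.808). At 5d post-MI the slope gave Lipe similar values, with 46.2% assigned and −10.1 CPM left (exact permutation p = 0.003). For Pnpla2 it did not hold as well there, with 139% assigned and 4.68 CPM left (exact permutation p = 0.45). The values are consistent with a part of the fall coming from adipose tissue in or on the sampled kidneys. Whether such tissue was left on at dissection or was lost from the mice after MI was not tested.

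A larger share of glomeruli in the tissue was weighed for the rise of Sema3g at 5d post-MI, since it would raise podocyte genes too. Where Sema3g is expressed was not tested, and the paper reports its highest expression in the human kidney in endothelial cells of the descending vasa recta. The podocyte list rose at 5d post-MI, with a median log2 fold change of 0.23 (adjusted p = 0.0173 in camera, 0.157 in fry), 10 of its 12 genes being higher, and the most abundant, Podxl, was at 91.8 CPM in sham kidneys and 93.3 CPM at 5d post-MI. The log2 CPM of Sema3g rose by 0.624 more than the mean of the list, in 8 of 8 kidneys (exact permutation p = 0.0014, adjusted 0.0065), which argues against glomeruli as the whole cause. A small part from this source stays open, as do a larger share of other vessels and a change within the cells that express Sema3g, which were not tested.

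The paper reports CCK and SLITRK6 mostly in pelvic epithelial cells of the human kidney. More renal pelvis in the tissue could raise Cck and Slitrk6 at 28d post-MI. The urothelium list, of which 4 of 10 genes passed the count filter, was compared over these 4 genes, since the others had too few counts to show a rise. Their mean log2 CPM was not higher but differed by −0.234 (exact permutation p = 0.38). The mean of Cck and Slitrk6 rose by 1.03 more than that of the 4 genes, in 6 of 6 kidneys (exact permutation p = 0.0047, adjusted 0.02 over 21 tests), which argues against more urothelium as the whole cause, as far as 4 genes can tell. The most abundant gene of the list, Psca, was at 31.9 CPM in sham kidneys and 32.6 CPM at 28d post-MI. Pelvic cells of other kinds are not covered by the list. Less renal pelvis was weighed for urothelial genes that the paper calls lower at 28d post-MI (Upk1b, Sprr1a and Sprr2a3). The set test of the list gave an adjusted p of 0.471 at 28d post-MI (camera, 2 genes higher and 2 lower) and 0.0377 at 5d post-MI (fry 0.26). Over all 10 listed genes, the mean log2 CPM differed by −0.355 at 28d post-MI, lower in 6 of 6 kidneys (exact permutation p = 0.06, adjusted 0.13 over 42 tests). This direction goes with less renal pelvis. Less renal pelvis still cannot be told apart from a change in Upk1b, Sprr1a and Sprr2a3. Only 4 genes of the list were counted often enough, and they went both ways.

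The fibrosis list was lower at 5d post-MI (median log2 fold change −0.20, adjusted p = 0.0173 in camera, 0.194 in fry) and at 28d post-MI (median −0.18, adjusted p = 0.0173 in camera, 0.194 in fry), with 9 of its 11 genes lower each time, so that no rise of these transcripts was detected in whole kidneys. The heat shock list was higher at 28d post-MI (median 0.28, adjusted p = 0.00366 in camera, 0.213 in fry) and higher at 28d than at 5d post-MI (median 0.43, adjusted p = 2.3e-05 in camera, 0.0825 in fry). The immediate early list was higher at 28d post-MI than in sham kidneys (median 0.49, adjusted p = 0.00123 in camera, 0.213 in fry) and higher at 28d than at 5d post-MI (median 1.57, adjusted p = 1.68e-28 in camera, 0.000206 in fry). The erythroid list was lower at 28d than at 5d post-MI (median −0.33, adjusted p = 3.57e-05 in camera, 0.0236 in fry), as was the haemoglobin list (median −1.78, adjusted p = 4.13e-28 in camera, 0.00027 in fry), which had been higher at 5d post-MI (median 1.51, adjusted p = 2.65e-26 in camera, 0.000872 in fry). The haemoglobin list at 28d post-MI had an adjusted p of 0.0665.

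For the other lists, camera's adjusted p at 5d and 28d post-MI was 0.84 and 0.813 for medulla, 0.963 and 0.0846 for proximal tubule, 0.755 and 0.907 for circadian, 0.282 and 0.74 for fasting (PPAR), 0.963 and 0.813 for tubular injury, 0.202 and 0.907 for integrated stress and 0.155 and 0.963 for plasma cell genes. It was also above 0.05 for podocyte genes at 28d post-MI (0.159), brown adipocyte genes at 5d post-MI (0.17), erythroid genes at 28d post-MI (0.963) and heat shock genes at 5d post-MI (0.202).

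Values at the other time for genes discussed by the paper are as follows. Gdf15 at 5d post-MI was at 13.0 ± 4.83 CPM (SD, n = 8), a log2 fold change of −0.66 (standard error 0.22, adjusted p = 0.444 from edgeR). Its tpm value was 0.633 times the sham mean (exact permutation p = 0.0092, adjusted 0.022 over the 4 ligands). Slitrk6 at 5d post-MI was at 1.60 times (exact permutation p = 0.011, adjusted 0.022), Cck at 1.21 times (exact permutation p = 0.057, adjusted 0.076) and Psap at 1.02 times (exact permutation p = 0.83). Ccn1 at 28d post-MI had a log2 fold change of 0.43 (standard error 0.21, adjusted p = 0.583 from edgeR). Kidneys at 28d post-MI lay at a distance of 6.45 from sham kidneys on the principal components (exact permutation p = 0.0037), mostly on PC2, where they differed by −5.25 (exact permutation p = 0.0013). The genes with the largest loadings on PC2 included the immediate early genes Egr1, Dusp1, Ier2 and Fos and the haemoglobin genes Hbb-bs, Hba-a2 and Hba-a1. The others were Cyp4a14, Igha and Hsd3b1. Tissue collection or blood content, weighed above for such genes, may thus have a part in this distance.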
